# Lactational High Fat Diet in Mice Causes Insulin Resistance and NAFLD in Male Offspring Which Is Partially Rescued by Maternal Metformin Treatment

**DOI:** 10.3389/fnut.2021.759690

**Published:** 2021-12-15

**Authors:** Hannah Hafner, Molly C. Mulcahy, Zach Carlson, Phillip Hartley, Haijing Sun, Maria Westerhoff, Nathan Qi, Dave Bridges, Brigid Gregg

**Keywords:** lactation, dietary fat, developmental programming, NAFLD, metformin

## Abstract

Maternal metabolic disease and diet during pregnancy and lactation have important implications for the programming of offspring metabolic disease. In addition, high-fat diets during pregnancy and lactation can predispose the offspring to non-alcoholic fatty liver disease (NAFLD), a rising health threat in the U.S. We developed a model of maternal high-fat feeding exclusively during the lactation period. We previously showed that offspring from dams, given lactational high-fat diet (HFD), are predisposed to obesity, glucose intolerance, and inflammation. In separate experiments, we also showed that lactational metformin treatment can decrease offspring metabolic risk. The purpose of these studies was to understand the programming implications of lactational HFD on offspring metabolic liver disease risk. Dams were fed a 60% lard-based HFD from the day of delivery through the 21-day lactation period. A subset of dams was also given metformin as a co-treatment. Starting at weaning, the offspring were fed normal fat diet until 3 months of age; at which point, a subset was challenged with an additional HFD stressor. Lactational HFD led male offspring to develop hepatic insulin resistance. The post-weaning HFD challenge led male offspring to progress to NAFLD with more severe outcomes in the lactational HFD-challenged offspring. Co-administration of metformin to lactating dams on HFD partially rescued the offspring liver metabolic defects in males. Lactational HFD or post-weaning HFD had no impact on female offspring who maintained a normal insulin sensitivity and liver phenotype. These findings indicate that HFD, during the lactation period, programs the adult offspring to NAFLD risk in a sexually dimorphic manner. In addition, early life intervention with metformin via maternal exposure may prevent some of the liver programming caused by maternal HFD.

## Introduction

The field of developmental programming has provided irrefutable evidence that maternal exposures shape the metabolic health of the offspring for a lifetime (1, 2). Exposures during critical windows of development can permanently alter maturing offspring tissues, leading to increased susceptibility to metabolic decompensation. The lactation period is one critical susceptibility window; during which, alterations in milk composition can permanently change ongoing organ development and maturation, thus altering offspring organ function (3). Both maternal diet and maternal metabolic health during the lactation period play a role in transmitting this risk of metabolic syndrome to offspring (4, 5).

Previous studies have used cross fostering techniques and maternal diet isolated to the lactation period to show that, even in the absence of maternal obesity, diet composition has an ability to shape offspring metabolic outcomes (4, 6, 7). We and others have shown that feeding mouse dams a 60% high-fat diet (HFD) exclusively during the lactation period predisposes their offspring to obesity, insulin resistance, and glucose intolerance (4, 8). This programming is sexually dimorphic in rodents with males experiencing increased metabolic consequences and female offspring being relatively spared.

Non-alcoholic fatty liver disease marked by hepatic steatosis may progress from simple steatosis to non-alcoholic steatohepatitis (NASH), which is expected to become the leading cause of liver transplantation in the future (9). Dietary exposures play a role in the pathogenesis and progression of this liver disease. Overnutrition promotes obesity and insulin resistance, stimulating the release of fatty acids from adipose tissue into the blood and, eventually, the liver (10). In the process of *de novo* lipogenesis, carbohydrates are converted to free fatty acids in the liver by enzymes, such as SREBP1c, Acetyl CoA Carboxylase (ACC), and Fatty Acid Synthase (FAS). Overconsumption of carbohydrates and fat may lead to the accumulation of free fatty acids in the liver, and excess free fatty acids generate lipotoxic products, followed by a vicious cycle of hepatocellular injury, inflammation, and repair that can lead to fibrosis and hepatocellular carcinoma (10). With the rising prevalence of non-alcoholic fatty liver disease (NAFLD) and NASH (11), it is important to understand how life stages such as the lactation period can both contribute to the risk of lifetime metabolic liver disease and be targeted for intervention.

Lactational programming studies show that the neonatal liver is vulnerable to stressors. In response to a variety of stressors, offspring livers can be compromised. High carbohydrate diets fed to pups by gastrostomy, for example, led to increased adult liver fat (12). Lactational HFD also led to increased liver triglycerides and steatosis in several models (13–15). Small litters used to model early post-natal overnutrition show increased liver oxidative stress, with microsteatosis followed by insulin resistance (16, 17). The relationships between liver dysfunction and offspring insulin resistance in these models have not been evaluated in detail.

The objective of the current study is to dissect out the contributors to the insulin-resistant phenotype we detected in male offspring in previous studies. We used hyperinsulinemic, euglycemic clamps to understand the different tissue contributions to the whole-body phenotype. We also designed an intervention study to understand if the use of metformin during lactation, while the dam is consuming an HFD, could rescue the offspring metabolic programming. Metformin is the most commonly used oral anti-diabetes medication and can lower circulating insulin levels (18). It has been studied during the critical windows of pregnancy and lactation with some evidence for improved offspring health, following this exposure, although the results vary, depending on maternal health and dosing strategy (19–23). The lactation period is an underutilized window for intervention, and pharmacologic interventions may be more readily adopted by mothers than making a change in dietary fat consumption.

## Materials and Methods

### Animals

Mice were housed in ventilated cages in a facility with a 12-h light/dark cycle and provided with *ad libitum* access to food and water. All animal procedures were approved by the University of Michigan Institutional Animal Care and Use Committee. Two-month-old virgin C57BL/6J mice were purchased from Jackson Laboratories (Bar Harbor, ME, USA) and allowed to acclimate for 2 weeks prior to breeding. Upon parturition, a subset of dams was switched onto a 60% HFD (D12492 Research Diets New Brunswick, NJ, USA); remaining dams were maintained on 5001 (Normal Diet/ND) (13.5% kCal from fat, LabDiet, St. Louis, MO, USA) for the duration of the lactation period. For metformin rescue experiments, dams receiving HFD after parturition were also given sterile water bottles containing 3 mg/ml metformin-HCl (Spectrum Chemical, New Brunswick, NJ, USA). Bottles were changed weekly up to post-natal day 21. On post-natal day 21, offspring were weaned onto normal diet (ND). At 3 months of age, half of the offspring from the Ctrl or HFD dams were placed onto HFD for an additional 3 months. Experimental offspring generated fell into five groups: maternal normal diet (Ctrl PN), maternal normal diet with adult high-fat diet rechallenge (Ctrl PN + HFD), maternal high-fat diet (HFD PN), maternal high-fat diet with adult high-fat diet rechallenge (HFD PN + HFD), and maternal high-fat diet plus metformin (HFD + Met PN). Only offspring from litters with five to nine pups were used for the experimental groups, as this represents an average litter size in our colony. All experiments on adult offspring, with the exception of the hyperinsulinemic, euglycemic clamp, were performed on multiple, independent cohorts to demonstrate reproducibility. In one cohort using the same groups, non-fasted offspring were euthanized via CO_2_ inhalation at post-natal day 16 for blood and tissue collection. All other offspring were euthanized via CO_2_ inhalation at 6 months of age, and liver samples were either fixed in 4% formaldehyde or snap frozen and stored at −80°C for downstream analysis.

### Circulating Insulin Levels

At 2 months of age, offspring were fasted for 6 h, and blood was collected by tail snip and centrifuged to separate the serum. Blood from non-fasted, 16-day-old offspring was collected by cardiac puncture and centrifuged to separate the serum. Serum samples were analyzed for insulin concentration using a Mouse Ultrasensitive Insulin ELISA (ALPCO, Salem, NH, USA). The sensitivity for this test is 0.115–6.9 ng/ml with a reported coefficient of variation of <9.3%.

### Insulin Tolerance Test

Mice were subjected to insulin tolerance tests at 5 months of age (Ctrl PN *n* = 6, HFD PN *n* = 15, HFD + Met PN *n* = 9). Mice were fasted in the morning for 6 h prior to testing. Each mouse was administered 0.75 units/kg of insulin lispro via intraperitoneal injection. Blood glucose was measured after fasting, prior to injection, and at 15, 30, 60, and 90 min after injection using a Bayer Contour glucometer (Bayer AG, Leverkusen, Germany). The area under the curve was calculated for each animal as the sum of glucose values during the experiment. To test initial responsiveness to insulin administration, we calculated individual rates of fall by limiting the data to the first 45 min of the experiment, and then regressing log glucose by time for each animal. This resulted in an individual rate and intercept for each animal. Slopes were then calculated by multiplying the exponentiated intercept by the rate, generating rate estimates in mg/dl.

### Hyperinsulinemic-Euglycemic Clamp

The hyperinsulinemic-euglycemic clamp (HEC) study was carried out by the University of Michigan Animal Phenotyping Core. Male Ctrl PN (*n* = 9), HFD PN (*n* = 12), and HFD + Met PN (*n* = 11) offspring aged 3 months exposed to either HFD or ND during the lactation period underwent surgical implantation of indwelling catheters in the right carotid artery and right jugular vein. The catheters were subcutaneously tunneled and exteriorized at the back of the neck. After recovering from implantation surgery (5 days), conscious and unrestrained animals underwent a 5-h fast before initiation of the clamp study. A priming dose of [3-H^3^] glucose (1 μCi) was administered beginning at 90 min before insulin administration (*t* = −90 min), followed by infusion of .05 μCi per minute for 90 min. The insulin clamp began at *t* = 0 with a prime-continuous infusion (16 mU/kg bolus, followed by 4.0 mU/kg/min) of human insulin (Novo Nordisk). The infusion of [3-H^3^] glucose was increased to 0.10 μCi/min for the rest of the experiment. Blood samples were collected via the carotid artery at *t* = −10 and 120 (for basal and final insulin) as well as 80, 85, 90, 100, 110, and 120 min for glucose specific activity.

Continuous glucose infusion (50% glucose in phosphate-buffered saline) began at time = 0 min and continued throughout the 120-min procedure. Blood glucose was monitored with a glucometer (Accu-check, Roche, Basel, Switzerland) every 10 min, and adjustments were made to the glucose infusion rate for each animal to remain euglycemic (120–130 mg/dl). To determine tissue-specific uptake of glucose, a bolus injection of [1-14C]-2 deoxyglucose (10 μCi) was administered at *t* = 78 min. At the end of the clamp (*t* = 120), animals were anesthetized with an intravenous infusion of sodium pentobarbital. The liver, heart, gastrocnemius, brown adipose depot, inguinal white adipose depot (subcutaneous), and epidydimal adipose depot (visceral) were collected, weighed, and snap-frozen in liquid nitrogen and kept at −80°C for later use. [14C]2-Deoxyglucose-6-phosphate was then determined from tissues using a liquid scintillation counter. Hepatic tissue samples collected during the HEC were used for determination of *de novo* lipogenesis (DNL) by calculating disintegrations per minute per mg of lipid extracted from the liver tissue. Serum non-esterified fatty acid (NEFA) levels were determined from samples collected before and during the clamp study using the NEFA-HR (2) kit (Catalog No. 276-76491; Wako Diagnostics) in accordance with manufacturer's guidelines. Percent suppression of NEFA and EGP was calculated by subtracting the value for either measure during the clamped portion of the experiment from the basal value, and then dividing by the basal value and multiplying by 100.

### Picro-Sirius Red Staining

Picro-sirius red staining (also called Sirius red staining) highlights fibrosis by staining collagen (Collagen I and III fibers) fibers in formaldehyde-fixed, paraffin-embedded liver tissue sections (24). Sirius red-stained collagen appears red by light microscopy. Tissue sections were deparaffinized and rehydrated followed by staining in Picro-sirius Red solution for 1 h. Slides were dehydrated in three changes of 100% ethanol, followed by xylene and mounted with Permount medium. The images were taken on an Olympus microscope (Olympus Corporation of the Americas, Center Valley, PA, USA) and analyzed using freely available Image J software. Five sections were examined for each animal.

### Hematoxylin and Eosin Staining

Formaldehyde-fixed, paraffin sections of liver were cut at 5 μm. All tissues were stained as described previously (20).

### Immunofluorescent Staining

Formaldehyde-fixed, paraffin embedded liver samples were sectioned at 6 μm. After deparaffinization and antigen retrieval, the slides were blocked and permeabilized with 5% BSA PBS with 0.1% Triton × 100 for 20 min at room temperature. The slides were incubated with a primary antibody at 4°C overnight. Primary antibodies used were polyclonal anti-caveolin (Cell Signaling Technology Cat # 3238 Danvers, MA, USA) and monoclonal anti-Mac2 (Galectin 3, eBioscience M3/38) (Thermo Fisher Scientific, San Diego, CA, USA). This was followed by a secondary antibody, fluorescein isothiocyanate anti-rabbit (1:100; Jackson ImmunoResearch Laboratories, West Grove, PA, USA). Slides were mounted with a Vectashield mounting medium containing DAPI mounting media. The sections were imaged on an Olympus microscope.

### Hepatic Triglyceride Quantification

The total triglycerides in liver were analyzed by Thermo Scientific™ Triglycerides Reagent (TR22421), following the manufacturer protocol. The triglycerides in liver were extracted using the previously described protocol (25). The triglyceride results were normalized to the mass of the liver tissue initially used for assay, as previously reported (26).

### Microarray Methods

For RNA microarray studies, an Affymetrix Plus WT GeneAtlas2.1 ST array platform was used. Biotinylated cDNA was prepared according to the Affymetrix Plus WT kit protocol (GeneChip^®^ WT Plus Reagent Kit Manual P/N 703174 Rev. 2) from 400 ng total RNA. Following the labeling procedure, 2.76 ug of cDNA was hybridized at 48°C on Mouse Gene 2.1 ST and was washed and stained using the Affymetrix Gene Atlas system (software version 2.0.0.460). Peg Arrays were scanned using the Affymetrix Gene Atlas system (software version 2.0.0.460). RMA was used to fit log2 expression values to the data using the oligobioconductor package in R version 3.4.3. For gene set enrichment analysis, transcript-level data were reduced to gene-level data via tximeta (27) and txiimport (28) prior to analysis by DESeq2 (29) v1.28.1. For gene set enrichment analyses, we used ClusterProfiler v3.16 after conversion of mouse genes to human genes and ranking by fold change (30, 31). Data are available from GEO at accession No. GSE182071.

### RNA Extraction and qRT-PCR

Ribonucleic acid was extracted from frozen liver samples using an RNeasy Mini Kit (QIAGEN, Gaithersburg, MD, USA) according to the manufacturer's instructions. cDNA was generated using a high-capacity cDNA reverse transcription kit (Life Technologies, Carlsbad, CA, USA), followed by analysis using real-time PCR with Power SYBR Green PCR Master Mix (Applied Biosystems, Grand Island, NY, USA). The gene *Gapdh* was used as an internal control. A list of primer sequences can be seen in Table 1.

**Table 1:** Sequences for qPCR primers.

**Gene**	**Forward 5^**′**^-3^**′**^**	**Reverse 5^**′**^-3^**′**^**	**NCMI ID**
*Angptl4*	GGA CCT TAA CTG TGC CAA GA	CGT GGG ATA GAG TGG AAG TAT TG	
*Cyp4a14*	TCT CAT CTT TCT GCC CTC ATT TC	CAG TGG CTG GTC AGA GTT AAA G	
*Cyp7a1*	CAC CTT GAG GAT GGT TCC TAT AA	TCA AAG GGT CTG GGT AGA TTT C	
*Fabp4*	GTG AAG AGC ATC ATA ACC CTA GAT	CAC GCC TTT CAT AAC ACA TTC C	
*Fbp1*	TTC ACC GCA CTC TGG TAT ATG	CGG CCT TCT CCA TGA CAT AA	NM_09395.3
*Foxo1*	CGT GCC CTA CTT CAA GGA TAA G	GCA CTC GAA TAA ACT TGC TGT G	
*G6pc*	CAA CAG CTC CGT GCC TAT AA	TAG CAA GAG TAG AAG TGA CCA TAA C	NM_008061.4
*Gapdh*	AAC AGC AAC TCC CAC TCT TC	CCT GTT GCT GTA GCC GTA TT	GU214026.1
*Pck1*	GGC ACC TCA GTG AAG ACA AA	CGA TGA CTT CCC AGT AAA CA	NM_011044.3
*Plin2*	GAA GGA TGT GGT GAC GAC TAC	TCA CTG CTC CTT TGG TCT TAT C	
*Ppara*	CGG TGT GTA TGA AGC CAT CT	TAA GGA ACT CGC GTG TGA TAA A	
*Zbtb16*	CGT CTG TGG ATC TGA ACT GTA TC	AGG AAG GAA GGA AGG AAG GA	

*NCMI IDs are listed when available*.

### Western Blotting

Liver tissue collected at the end of the hyperinsulinemic-euglycemic clamp was snap frozen in liquid nitrogen and stored at −80°C. Liver tissue was cut on dry ice and homogenized in a RIPA buffer. Samples were run on SDS-PAGE gel and transferred overnight onto nitrocellulose membranes. Total protein was assessed via REVERT stain (Li-COR Biosciences, cat # 926-11011) and was used to normalize target signals [AKT and phosphor-AKT(ser473)]. Nitrocellulose membranes were then blocked in 2% Bovine Serum Albumin for 1 h before being incubated with a primary antibody. Primary antibodies used were P-AKT: Cell Signaling Technology, Catalog # 4060S (Danvers, MA, USA) (rabbit) and AKT (pan): Cell Signaling Technology, Catalog # 2920S (mouse) (Danvers, MA, USA). Blot was then washed in TBST before incubation with a secondary antibody. Blots were imaged using Li-COR scanner and quantified using Image Studio. All protein targets were normalized to total protein.

### Statistical Analysis

#### Insulin Tolerance Test

Statistical analyses for insulin tolerance testing were completed using mixed linear effects models, with fixed effects of time and experimental treatment, and random effects of individual mouse ID and maternal mouse ID. Further analysis on the initial rate of drop in response to insulin administration was conducted by limiting the dataset to observations before 20 min. Then, linear models were constructed with effect of the group and of time and the interaction thereof. The coefficient of the interaction estimate was then evaluated. Models with *p* < 0.05 were considered to be statistically significant.

#### Hyperinsulinemic Euglycemic Clamp

The assumption of euglycemia was assessed via mixed linear modeling and was found to be similar between all control and HFD groups. Hyperinsulinemia assumption was tested by two-way ANOVA. Analysis of glucose infusion rate (GIR) was conducted by use of mixed linear effects modeling, with fixed effects of time and experimental group and random effect of individual animal IDs. The area under the curve was determined as the sum of GIR values for the duration of the experiment and was assessed via pairwise testing. Values were assessed for normality using Shapiro–Wilk tests and equivalence of variance using Levene's test. When values failed tests of normality, non-parametric tests were used instead of Student's *T*-test.

#### Other Results

Data are shown as mean ± standard error of the mean. Data were checked for normality and equal variance using the Shapiro–Wilk and Brown–Forsythe tests. Two-tailed *T*-tests, Welch's Student's *T*-test or Mann–Whitney *U*-tests were used as appropriate to compare results from two groups. In the metformin experiments where three groups were analyzed, one-way ANOVA was performed to analyze for differences between treatment groups, followed by pairwise *T*-tests. Significance was determined as *p* < 0.05. Statistical analyses were performed using GraphPad Prism 9.0 software.

## Results

### An Offspring Metabolic Profile After Lactational Exposure to HFD

The experimental groups timeline are shown in Figures 1A,B. We first examined offspring insulin sensitivity during and after the lactational HFD exposure. The groups we examined were offspring of dams-fed ND during lactation (Ctrl PN) and offspring of dams-fed HFD during lactation (HFD PN). Male and female data from birth to weaning were combined, as we do not observe sex differences until mice reach adulthood. As we and others have previously described, HFD PN offspring have an elevated circulating insulin level at post-natal day 16 (P16) (Figure 2B) and heavier weights during the lactation period on days 7, 14, and 21 (*p* < 0.0001 at each timepoint) (**Figure 6A**) (8, 32). Despite this, we did not detect a change in the offspring liver weights during the lactation period (Figure 2A). There was also no difference in circulating triglyceride levels between Ctrl PN and HFD PN pups at P16 (data not shown). Fasting insulin levels at 2 months were unchanged in both male and female HFD PN offspring fed ND (Figures 2C,D). Insulin tolerance testing was conducted in Ctrl PN and HFD PN offspring at 5 months of age (Figures 2E,F). Male HFD PN offspring had similar fasting blood glucose levels compared to control males (*p* = 0.6, Figure 2H) but had a 16% greater area under the curve after insulin administration, suggesting some level of insulin resistance in this group (*p* = 0.003, Figure 2G). However, mixed linear modeling failed to reach statistical significance (*p*_diet_ = 0.075). There was no difference between groups in the rate of fall in blood glucose in the first 15 min of the ITT (Figure 2I). Female offspring had no difference in insulin response between groups (Figure 2F).

**Figure 1:**
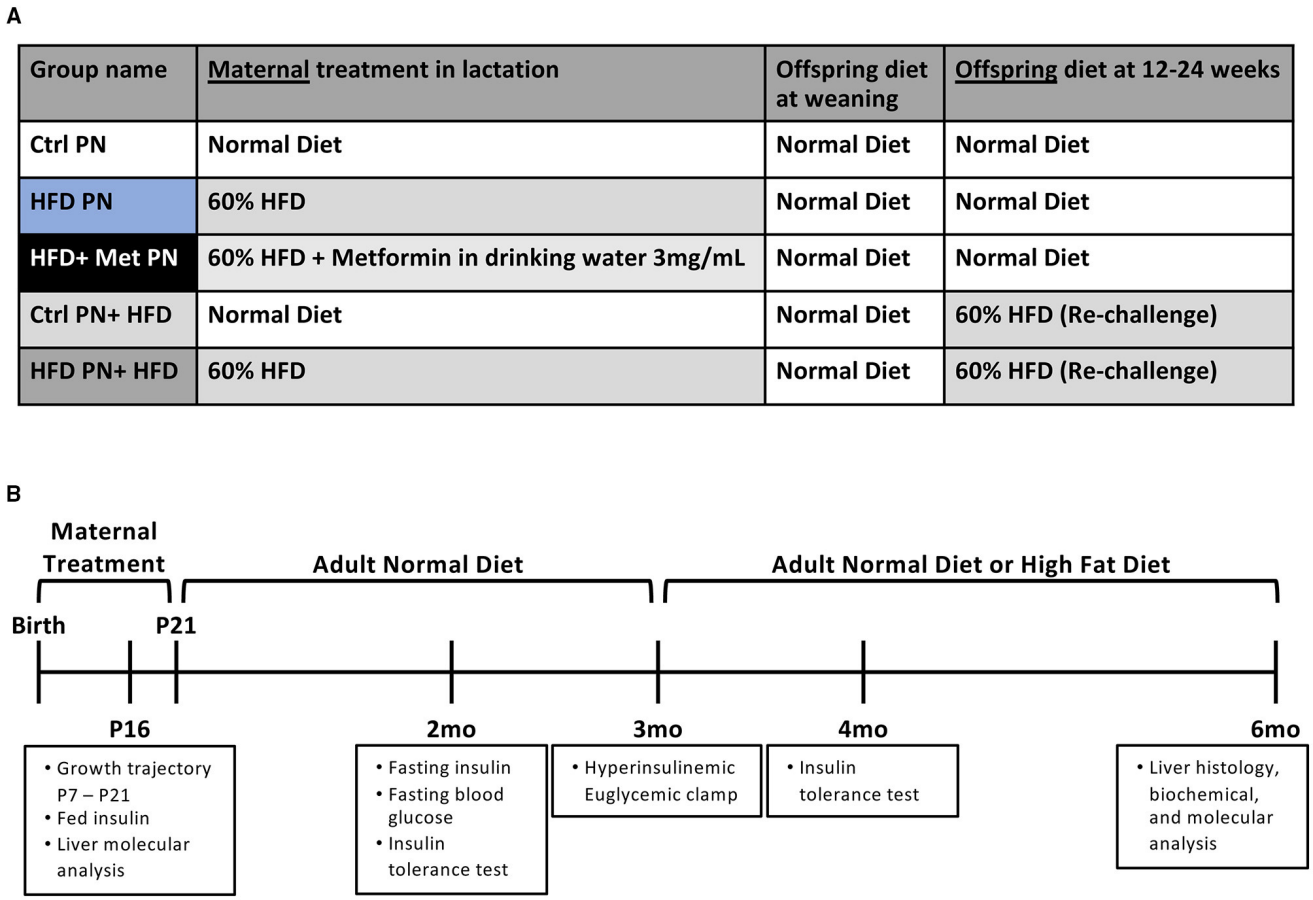
Experimental schema for the experiments presented. **(A)** A scheme of diet conditions per group. **(B)** Experimental timeline. Ctrl, control; HFD, high-fat diet; PN, post-natal; Met, metformin.

**Figure 2:**
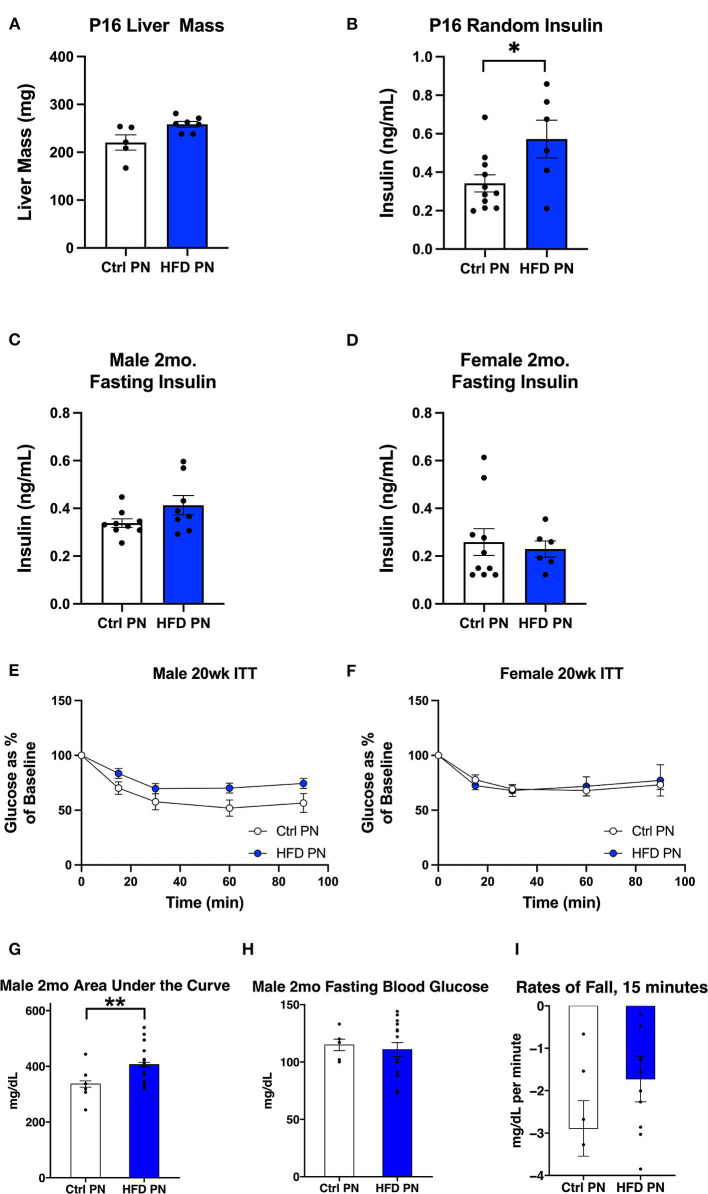
Offspring metabolic characteristics after lactational exposures. All data are presented as a litter average with the n reflecting the number of litters studied. All white values are for Ctrl PN and blue are for HFD PN offspring. **(A)** Post-natal day 16 (P16) Liver Mass **(B)** P16 Fed Insulin **(C)**. Fasting insulin at 2 months in male offspring **(D)**. Fasting insulin at 2 months in female offspring **(E)**. Insulin tolerance test at 5 months in male offspring (*n* = 6–7 litters) **(F)**. Insulin tolerance test at 5 months in female offspring (*n* = 4–7 litters) **(G–I)** constitute further analysis of the 5-month male ITT **(G)**. The area under the curve from 100% for the ITT glucose values **(H)**. Fasting blood glucose at the start of the ITT **(I)**. The rate of fall in blood glucose from the baseline to 15 min during the test. Ctrl, control; HFD, high-fat diet; PN, post-natal. *p < 0.05.

### Hyperinsulinemic Euglycemic Clamp

To further assess the differences in glucose homeostasis identified by ITT in male offspring, a hyperinsulinemic euglycemic clamp was conducted at 3 months of age in one cohort of male offspring. The glucose infusion rate (Figure 3A), representing whole body insulin sensitivity, was similar between Ctrl PN and HFD PN males, consistent with modest insulin resistance. The glucose infusion rate area under the curve (Figure 3B) did not differ between the Ctrl PN and the HFD PN group (*p* = 0.5), nor did insulin concentration differ between groups at basal (*p* = 0.6) or clamped (*p* = 0.7) conditions (Figure 3C). Insulin turnover was similar between groups. HFD PN males had 37% higher glucose turnover at basal conditions (*p* = 0.008) and 30% higher when clamped (*p* < 0.0001; Figure 3D). Thus, there is greater glucose disposal in HFD PN males under both basal and insulinemic conditions. Endogenous glucose production (EGP) was 58% higher in HFD PN males at basal (*p* = 0.008) and 183% higher in clamped conditions (*p* < 0.0001; Figure 3E). Consistent with this, we found a 63% greater overall suppression of EGP achieved during the clamp in Ctrl PN males (*p* < 0.0001; Figure 3F). This suggests that HFD PN males developed insulin resistance of the liver, with impaired suppression of hepatic glucose production in response to insulin. We also found that *de novo* lipogenesis in response to insulin in the liver of HFD PN males was 22% lower than Ctrl PN males without reaching statistical significance (*p* = 0.09, Figure 3G), possibly indicating mild hepatic insulin resistance. Non-esterified fatty acids (NEFA) were 25% lower in basal conditions for HFD PN males (*p* = 0.04, Figure 3H basal conditions), indicating lower levels of lipolysis. The total suppression of NEFAs in the hyperinsulinemic state was 25% lower in HFD PN males; however, this did not reach statistical significance (*p* = 0.08, Figure 3I). It is plausible that these baseline differences in the amount of lipolysis in HFD PN males drive increased hepatic gluconeogenesis. These differences may also not be specific to the effects of insulin as NEFA levels were similar between Ctrl PN and HFD PN males under hyperinsulinemic conditions (*p* = 0.99, Figure 3H clamped conditions). We next examined liver-specific insulin signaling through western blotting in liver tissue collected immediately after the clamp by assessing AKT and phosphorylated (serine 473) AKT (Figure 3J) as a major readout. We found no reduction in insulin signaling in the livers of HFD males (*p* = 0.4), suggesting the insulin resistance apparent from the clamp study is not fully attributable to liver-specific AKT phosphorylation. We anticipated that the increased peripheral glucose disposal in HFD PN males (Figure 3D) would be evident in tissue-specific uptake of glucose. When individual tissues were analyzed, however, three of the five tissues showed significantly lower glucose uptake in HFD males, 25% lower in heart (*p* = 0.003), 29% lower in subcutaneous adipose (*p* = 0.03), and 37% lower in visceral adipose (*p* = 0.02, Supplementary Figure 1). This suggests that glucose turnover may have been elevated in a tissue that was not collected for analysis, potentially brain or liver tissues. Our interpretation is that this is unrelated to insulin signaling as the glucose turnover was elevated in both basal and hyperinsulinemic conditions. Taken together, we present evidence of some degree of insulin resistance at the liver, heart, and adipose tissue of male HFD PN offspring. However, the differences in baseline measures between Ctrl PN and HFD PN males may implicate a non-insulin dependent mechanism or tissue in the development of this phenotype.

**Figure 3:**
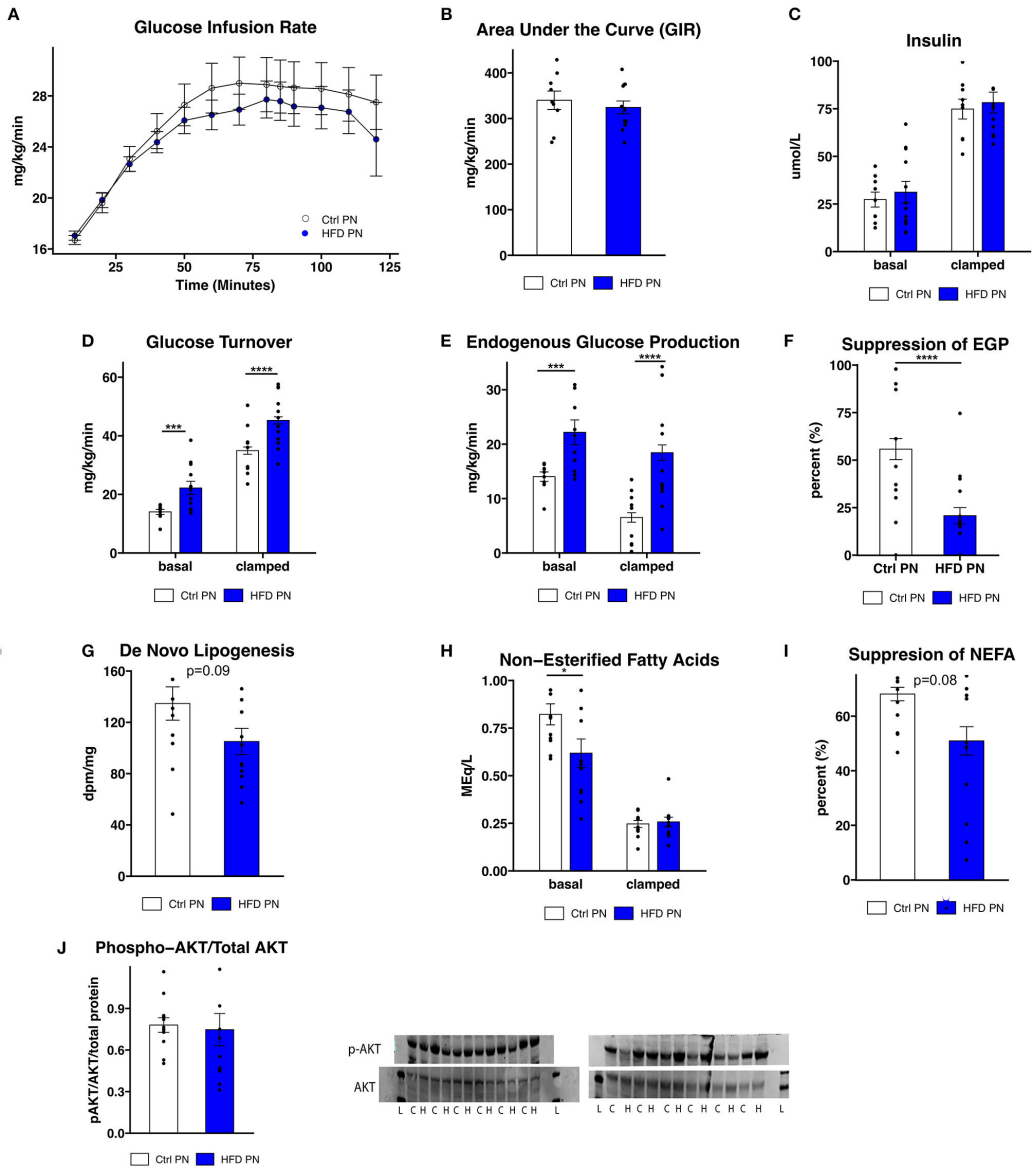
Insulin sensitivity and glucose production. Three-month-old male mice whose mothers either had normal diet (Ctrl PN, *n* = 9) or high-fat diet (HFD PN, *n* = 12) during the lactation period underwent a hyperinsulinemic euglycemic clamp, beginning after a 6-h fast. **(A)** Time course of glucose infusion rate (GIR) over the course of the clamp study. **(B)** The area under the curve for GIR **(C)**. Insulin levels at basal and clamped conditions **(D)**. Glucose turnover at basal and clamped conditions. **(E)** Endogenous glucose production (EGP) at basal and clamped conditions **(F)**. Percent suppression of EGP **(G)**. *De novo* lipogenesis in liver tissue in response to insulin **(H)**. Non-esterified fatty acids (NEFA) in serum at basal and clamped conditions **(I)**. Suppression of NEFA in serum **(J)**. Western blot of liver tissue showing AKT and p-AKT (ser473) protein levels. Western blot abbreviations: C, Ctrl PN; H, HFD PN; L, Ladder. Other abbreviations: Ctrl, control; HFD, high-fat diet; PN, post-natal. *p < 0.05, ***p < 0.001, ****p < 0.0001.

### Liver Pathology in Male High-Fat Diet Offspring

Due to the evidence of physiological liver insulin resistance on the hyperinsulinemic euglycemic clamp, we next focused on analysis of the liver morphology. We examined the livers in two separate experimental conditions. We first studied livers of male and female Ctrl PN and HFD PN offspring at 6 months of age that had been weaned onto and maintained on ND throughout life. In the other condition, we rechallenged the offspring in both Ctrl PN and HFD PN groups with a “second-hit” stressor of an HFD from 3 to 6 months of age. This “second-hit” is sometimes necessary to unmask programmed metabolic defects. There was no difference in whole liver mass in either male or female mice maintained on ND. After HFD rechallenge, we observed a significant increase in whole liver mass in male HFD PN offspring, which was not seen in female offspring (Figures 4A,B). We continued our liver morphology investigation in male mice, given the lack of differences in liver mass and insulin resistance in female mice reported here and previously (8). We found that male offspring from both Ctrl PN and HFD PN maintained on ND had no evidence of liver fat accumulation or fibrosis (Figures 4C,D). Pathologist examination of hematoxylin and eosin-stained liver specimens (Supplementary Table 1) showed no abnormalities both at post-natal day 16 and 6 months of age in the Ctrl PN and HFD PN groups. Male HFD PN + HFD offspring developed evidence of hepatic steatosis and fibrosis. Pathologist review of male Ctrl PN + HFD offspring showed that 4/7 had evidence of microvesicular steatosis with 1/7 also showing macrovesicular steatosis. HFD PN + HFD male offspring showed that 5/5 had evidence of both microvesicular and macrovesicular steatosis. Hepatic triglyceride levels were elevated to a greater degree in male HFD PN + HFD offspring compared with Ctrl PN + HFD male offspring (Figure 4C). There was also an increased percentage of collagen fibers stained with picro-sirius red per high-powered field in male HFD PN + HFD offspring, indicating increased liver fibrosis in this group (Figure 4D). Taken together, our results show that maternal HFD feeding during lactation increases susceptibility of male mice to hepatic fibrosis and fat accumulation upon HFD rechallenge later in life.

**Figure 4:**
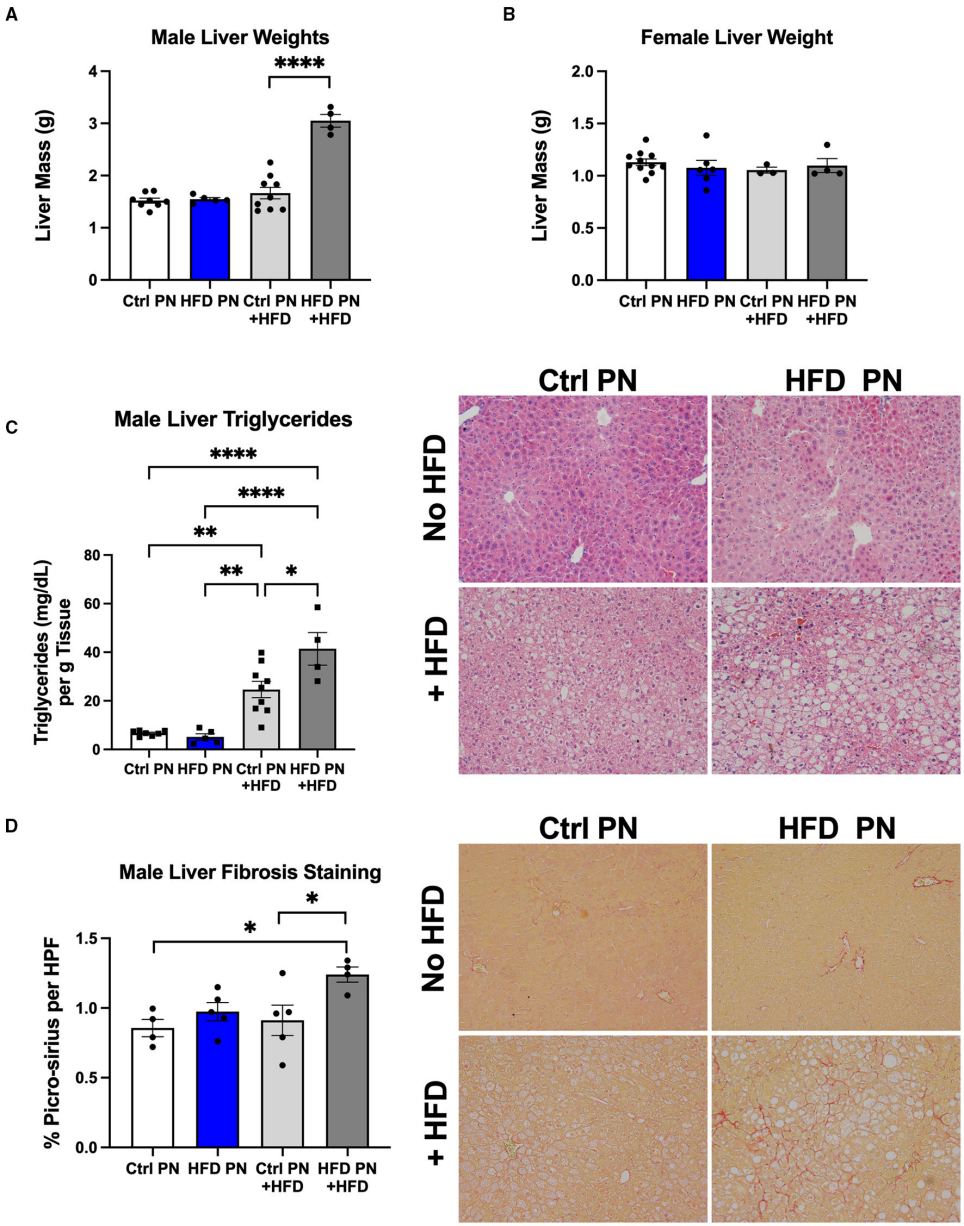
Offspring liver morphology and metabolic characteristics. Liver weights at necropsy (6 months of age) in male **(A)** and female **(B)** offspring during both ND feeding (no HFD) and HFD rechallenge. ND results are white for Ctrl PN and blue for HFD PN. HFD rechallenge results are in light gray for Ctrl PN + HFD and dark gray for HFD PN + HFD **(C)**. Liver triglyceride quantification and representative histology by hematoxylin and eosin (H&E) staining to visualize fat accumulation as open spaces. **(D)** Liver fibrosis quantification by picro-sirius staining with representative images showing red-stained collagen fibers. Ctrl, control; HFD, high-fat diet; PN, post-natal; HPF, high-power field. *p < 0.05, **p < 0.01, ****p < 0.0001.

### Hepatic Upregulation of Gluconeogenesis, the PPAR-Alpha Pathway, and Inflammation Genes

To further understand the molecular events underlying the liver pathology observed in offspring, we extracted RNA from 6-month adult male offspring liver in a non-fasted state and performed an RNA array using an Affymetrix platform to examine differences in transcriptomes between the Ctrl PN and HFD PN groups. 

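The arrays held liver RNA from 4 HFD PN and 4 Ctrl PN male offspring, with 1 array per liver. HFD PN offspring were nursed for 21 days by dams on a 60% high-fat diet, and Ctrl PN offspring by dams on a normal diet with 13.5% of calories from fat. For the control dams the paper and the sample labels name different standard chows, and the age is 6 months in the paper and 24 weeks in the labels. The array platform reads each gene through many short probes along its transcript. The authors fitted the probe signals with RMA in R 3.4.3. RMA corrects the background, brings the probe signals of the arrays to a common distribution and returns 1 log2 value for each transcript cluster. Of the 41345 transcript clusters in the deposited values, 23521 named 1 gene, 1814 named several genes and 16010 were unnamed in the annotation used here. The clusters naming 1 gene gave 22180 genes, with the cluster of the highest mean taken where a gene had several. HFD PN and Ctrl PN were compared gene by gene with limma on the deposited log2 values, with no further scaling and no filter on dim genes, and the unadjusted p threshold of 0.01 was taken from the paper. The paper's text does not name the test used for the arrays. Whether the livers came from separate litters is not given in the sources used here. The p-values of single genes therefore measure the spread between these 8 livers, and any shared litter is ignored. The number of arrays limits the precision of every value.
Across genes, which are not independent replicates, 6 of the arrays correlated with each other at Pearson's r between 0.986 and 0.991. HFD PN replicate 1 correlated with the other arrays at 0.945 to 0.968, and Ctrl PN replicate 3 correlated with those 6 arrays at 0.969 to 0.979. Among the 4553 genes with a log2 level between 3 and 6, HFD PN replicate 1 had a median of -0.75 relative to the mean of the other HFD PN arrays, and Ctrl PN replicate 3 had a median of -0.341 relative to the other Ctrl PN arrays. The upper quartile of gene levels ran from 2.637 on HFD PN replicate 1 to 3.313 on HFD PN replicate 4, so that the deposited values did not share 1 distribution. All 8 arrays were kept.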

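HFD PN livers had higher expression of Igfbp1, a secreted binding protein for insulin-like growth factors that insulin represses, by 0.59 on the log2 scale (standard error 0.12). Chordc1, a partner of the chaperone Hsp90, was higher by 0.73 (standard error 0.15), and Eogt, which adds sugars to secreted proteins in the endoplasmic reticulum, was higher by 0.62 (standard error 0.14). Reln, an extracellular protein made in liver by stellate cells, was lower, with a log2 difference of -0.83 (standard error 0.17). Gdf2, a bone morphogenetic protein also made by stellate cells, had a log2 difference of -0.56 (standard error 0.13), with Ctrl PN replicate 4 at 2.62 and the other Ctrl PN livers at 3.05 to 3.13. These 5 genes were picked in these same data for a low unadjusted p and groups that did not overlap, so that neither is support. The limma adjusted p of each was 0.99988. With each liver left out in turn their unadjusted p stayed under 0.01, as it did for 10 of the 20 genes named by size. It rose above 0.01 for Igfbp1 with a trended and robust variance, for Eogt and Gdf2 with the replicate number as a block, and for Gdf2 in the methods' t-test for unequal variances.
In all, 43 genes were higher and 80 were lower in HFD PN at an unadjusted p under 0.01 from limma. At this threshold 1% of the 22180 genes, or 221.8, would pass on average with no difference between the groups, if the spread were as the test assumes. Splits of these 8 livers into 4 and 4 gave from 34 to 902 genes. Of the 35 splits, the real one included, 10 gave at least the real count of 123. Among the named genes whose groups did not overlap, the largest increases were those of Mug-ps1, a pseudogene of the murinoglobulin family, at 1.23, and Zfp942, a zinc finger gene, at 0.84. Pnn, which takes part in splicing, was higher by 0.70 and Prdm9, a histone methyltransferase known from meiosis, by 0.69. Efna1, Tmem161b and Kin had log2 differences of 0.68, 0.62 and 0.58. On the lower side, Btbd35f28 had a log2 difference of -0.75 and Endog, a mitochondrial nuclease, of -0.70, with Endog at 3.67 in HFD PN replicate 1 and at 4.30 to 4.34 in the other HFD PN livers. Dnajc18 was at -0.65, the cell cycle inhibitor Cdkn2b at -0.64 (with Ctrl PN replicate 3 at 2.77 and the other Ctrl PN livers at 1.84 to 1.98), Irx1 at -0.60, Foxo6 at -0.59, Pgls of the pentose phosphate pathway at -0.56 and Zfp174 at -0.54. Btbd35f28 had a mean level of 1.36, under the median of all transcript clusters on the arrays, 1.54, and is not shown to lie above background. In addition, 1 group lay under that median for Prdm9 (1.34 in Ctrl PN), Cdkn2b (1.49 in HFD PN) and Foxo6 (1.27 in HFD PN). All 20 genes kept their direction with each liver left out in turn, which groups that do not overlap must do, so that this is no support. Of the 20, 10 also kept an unadjusted p under 0.01, the threshold by which all 20 had been chosen. Of the genes passing this threshold, 37 higher and 73 lower had groups that did not overlap. Over all genes the groups did not overlap for 2.82%, where chance gives 2.86%.
At an adjusted p under 0.05 limma called 0 genes, the lowest adjusted p being 0.99988, and 774 genes (251 higher and 523 lower) had an unadjusted p under 0.05. The methods' t-test on the same values gave 51 higher and 144 lower genes at its unadjusted threshold of 0.01 and 1 gene at an adjusted p under 0.05. Its form for unequal variances gave 0 at that adjusted p. The 1 gene was the unnamed model AU015228, noted only after its values were seen, with a log2 difference of -0.29 (adjusted p = 0.046 by the methods' t-test) and with Ctrl PN replicate 2 at 1.23, apart from the other Ctrl PN livers at 1.25 to 1.26. All Ctrl PN values of this gene lay under the median of all transcript clusters. Without HFD PN replicate 1, 393 genes were higher and 99 lower, of which 27 and 45 were among those called with all livers, and without both this array and Ctrl PN replicate 3, a choice made after seeing the data, 375 were higher and 121 lower. Leaving out Ctrl PN replicate 3 alone gave 18 higher and 54 lower genes, HFD PN replicate 2 gave 29 and 52, HFD PN replicate 4 gave 14 and 36, and centring the arrays on their medians gave 52 and 48.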

When using an exploratory *p*-value cut-off of *p* = 0.01, there were 85 genes with increased expression and 18 genes with decreased expression in HFD PN males compared with Ctrl PN. 

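Genes induced by PPAR-alpha, the nuclear receptor that senses fatty acids, had a mean log2 difference of 0.11 between HFD PN and Ctrl PN livers (standard error between livers 0.235) over 45 measured genes, 29 of which were positive. The list was called as higher by camera, the set test of limma with a preset correlation between genes (adjusted p = 0.00599 over 30 lists). This call was lost with an estimated correlation (adjusted p = 0.909). Enrichment on genes ranked by fold change called the list as higher (normalized enrichment score 2.09, adjusted p = 0.000261). This enrichment takes genes as its units, so that its p does not measure the spread between livers. Camera with the preset correlation likewise weighs the genes of a list against the other genes. An exact permutation test of the list's mean over the livers gave a two-sided p = 0.657. By liver, 3 of the 4 HFD PN livers had a higher mean of these genes than every Ctrl PN liver. In HFD PN replicate 1, the array that stood apart, the mean was lower than in every Ctrl PN liver. Lists of abundant hepatocyte genes and of bile acid genes had the same order of livers, so that this is not particular to PPAR-alpha targets. Angptl4, a secreted inhibitor of lipoprotein lipase, had a log2 difference of 0.59 (standard error 0.25), Abcd2, a peroxisomal fatty acid transporter, of 0.64 (standard error 0.34) and Fabp1, the liver fatty acid binding protein, of 0.24 (standard error 0.13). Angptl4 was at 0.38 without HFD PN replicate 2 and Abcd2 at 0.39 without HFD PN replicate 4. At an unadjusted p under 0.01 the count was 0 of 45, and it was 0 adjusted over all genes and 0 adjusted over the list alone. The call by camera was also lost without Ctrl PN replicate 3 (mean 0.04, adjusted p = 0.216), without HFD PN replicate 3 (mean 0.02, adjusted p = 0.263) and without HFD PN replicate 4 (mean 0.02, adjusted p = 0.217), while without HFD PN replicate 1 the mean was 0.33 (adjusted p = 6.37e-10). Quantile normalization of the deposited values, which gives the arrays 1 distribution, left a mean of 0.09 (camera adjusted p = 0.0486). A wider list of the PPAR signalling pathway, with 65 measured genes, had a mean of 0.06 and did not pass by camera (adjusted p = 0.0733, and adjusted p = 0.909 with an estimated correlation), and its mean was -0.02 without Ctrl PN replicate 3. It passed by camera without HFD PN replicate 1 (mean 0.20, adjusted p = 0.000287), without Ctrl PN replicate 2 (mean 0.10, adjusted p = 0.0191) and with array weights (mean 0.14, adjusted p = 0.00623), and by enrichment on genes ranked by fold change (adjusted p = 0.00359).
Genes of the glucocorticoid and fasting response, 2 of which are also PPAR-alpha targets, had the highest mean among the 30 tested lists, with a mean log2 difference of 0.27 over 23 genes and 16 positive (camera adjusted p = 1.43e-05). With an estimated correlation the adjusted p = 0.805, an exact permutation test of the list's mean over the livers gave a two-sided p = 0.171, and without HFD PN replicate 2 the mean was 0.18 (adjusted p = 0.00649). Mt2, a metallothionein, had a log2 difference of 1.18 (standard error 0.48) and Lcn2, lipocalin 2, of 0.50 (standard error 0.16), and Igfbp1 was the member that passed an unadjusted p under 0.01. Adjusted over the list alone 1 member (Igfbp1) passed here and in the insulin signalling list and 1 (Reln) in the stellate cell list, and 0 when adjusted over all genes. By camera, endothelial markers were lower with a mean of -0.19 and 20 of 22 negative (adjusted p = 0.006), macrophage markers with a mean of -0.16 and 23 of 25 negative (adjusted p = 0.006), and stellate cell and fibrosis markers with a mean of -0.14 and 20 of 26 negative (adjusted p = 0.00562). With an estimated correlation these had adjusted p = 0.909, 0.805 and 0.805. Exact permutation tests of these list means over the livers gave two-sided p = 0.314, 0.200 and 0.257. Mrc1, the mannose receptor of sinusoidal endothelium and macrophages, had a log2 difference of -0.53 (standard error 0.17), and Csf1r, the macrophage growth factor receptor, of -0.28 (standard error 0.17; -0.15 without HFD PN replicate 2 and -0.17 without Ctrl PN replicate 1). Without HFD PN replicate 1 the endothelial list had a mean of -0.06 (adjusted p = 0.397) and the stellate list a mean of -0.07 (adjusted p = 0.0589). Without Ctrl PN replicate 2 these lists had adjusted p = 0.0912 and 0.0912, without Ctrl PN replicate 4 the endothelial and macrophage lists had 0.0836 and 0.0617, and the macrophage list had 0.221 without HFD PN replicate 2 and 0.0667 without HFD PN replicate 3. The mean of the macrophage markers was -0.105 without HFD PN replicate 2 and -0.254 without HFD PN replicate 4.

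**Figure D1:**
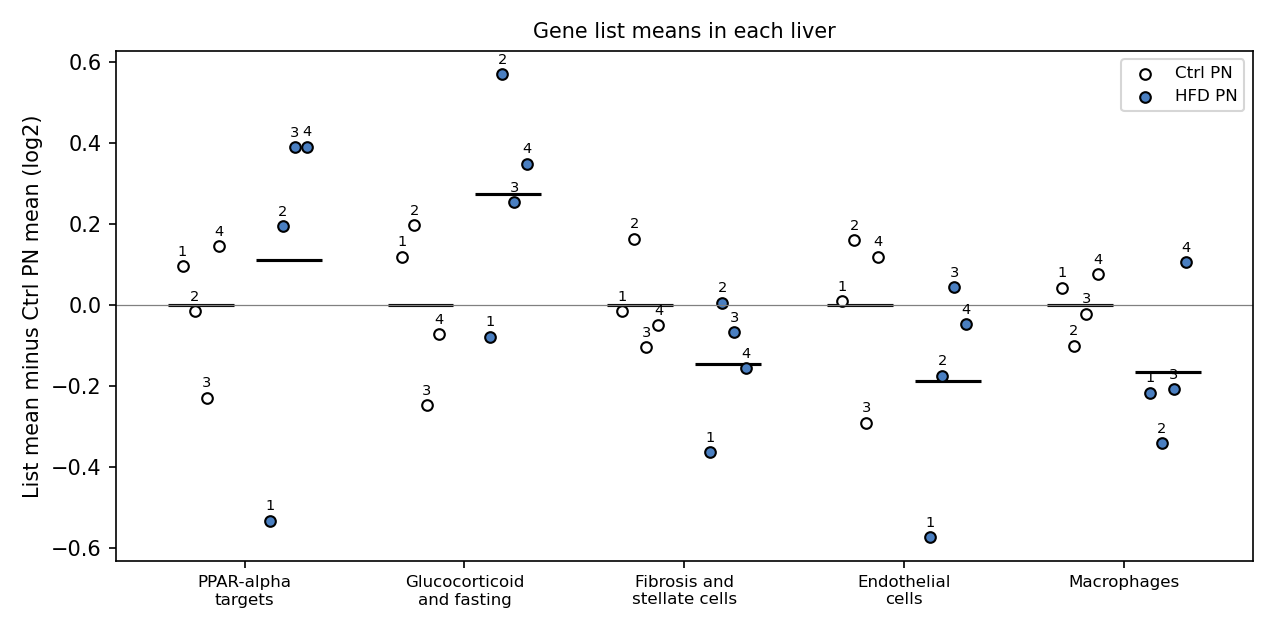
Mean log2 expression of 5 gene lists in each liver, on the y axis relative to the Ctrl PN mean of the list. Open points are Ctrl PN and blue points HFD PN livers, numbered by replicate, and bars are group means (n = 4 livers). The PPAR-alpha targets of HFD PN replicates 2, 3 and 4 lie above all Ctrl PN livers and those of replicate 1 below them, with a group difference of 0.11. Lists of hepatocyte and bile acid genes, not drawn here, have the same pattern.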

When the results of this pilot gene expression study were analyzed using gene set enrichment analysis, the major enhanced pathway was the peroxisome proliferator-activated receptor (PPAR)-alpha pathway. Among the genes with the most elevated expression in HFD PN males were *Cyp4a14* and *Zbtb16*. 

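Cyp4a14, a microsomal fatty acid hydroxylase and a target of PPAR-alpha (transcript cluster 17428457), had a log2 expression of 6.96 ± 0.95 (SD, n = 4) in HFD PN and 5.60 ± 1.42 (SD, n = 4) in Ctrl PN livers. The difference of 1.35 (standard error 0.71) was the 2nd highest of the 22180 genes, after that of the chemokine Cxcl1. HFD PN replicates 3 and 4 had values of 7.75 and 7.79, and replicates 1 and 2 had values of 6.01 and 6.27. Among the Ctrl PN livers, replicate 4 reached 7.59 and the others were at 4.21 to 5.33, so that the groups overlapped (exact permutation test, two-sided p = 0.143; limma adjusted p = 0.99988). Without Ctrl PN replicate 4 the difference was 2.02 and passed an unadjusted p under 0.01, and without Ctrl PN replicate 2 it was 0.89. Zbtb16, a transcription factor also known as PLZF (transcript cluster 17526707), had a log2 expression of 4.46 ± 0.97 (SD, n = 4) in HFD PN and 3.60 ± 0.41 (SD, n = 4) in Ctrl PN livers. Its difference of 0.86 (standard error 0.44) was the 17th highest, and neither gene passed an unadjusted p under 0.01 with all livers. HFD PN replicates 2, 3 and 4 lay at 4.58 to 5.12, above all Ctrl PN livers at 3.17 to 4.16, and HFD PN replicate 1, the array that stood apart, lay below them at 3.05 (exact permutation test, two-sided p = 0.171). Without HFD PN replicate 1 the Zbtb16 difference was 1.33 (standard error 0.23), and with array weights it was 1.24 (standard error 0.27), both with an unadjusted p under 0.01 and with adjusted p = 0.381 and 0.488.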

Among those with the highest effect size for decreased relative expression was *Cyp7a1*. 

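Cyp7a1, the rate-limiting enzyme of bile acid synthesis (transcript cluster 17423051), had a log2 expression of 6.38 ± 0.59 (SD, n = 4) in HFD PN and 7.25 ± 1.01 (SD, n = 4) in Ctrl PN livers. The log2 difference of -0.87 (standard error 0.49) was the 6th lowest of all genes tested. Ctrl PN replicates 1, 2 and 4 lay at 7.27 to 8.20, above all HFD PN livers, which lay at 5.91 to 7.22. Ctrl PN replicate 3, whose array also stood apart, had the lowest value of all livers at 5.84. The difference was within the spread between livers (exact permutation test, two-sided p = 0.257; limma adjusted p = 0.99988). Without Ctrl PN replicate 3 it was -1.34 (standard error 0.34), with an unadjusted p under 0.01 and an adjusted p = 0.999611, and without Ctrl PN replicate 1 it was -0.55. From the enrichment of PPAR-alpha pathway genes on the arrays, the paper chose members of this pathway as candidates for qPCR in a larger set of samples and at other ages.

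**Figure D2:**
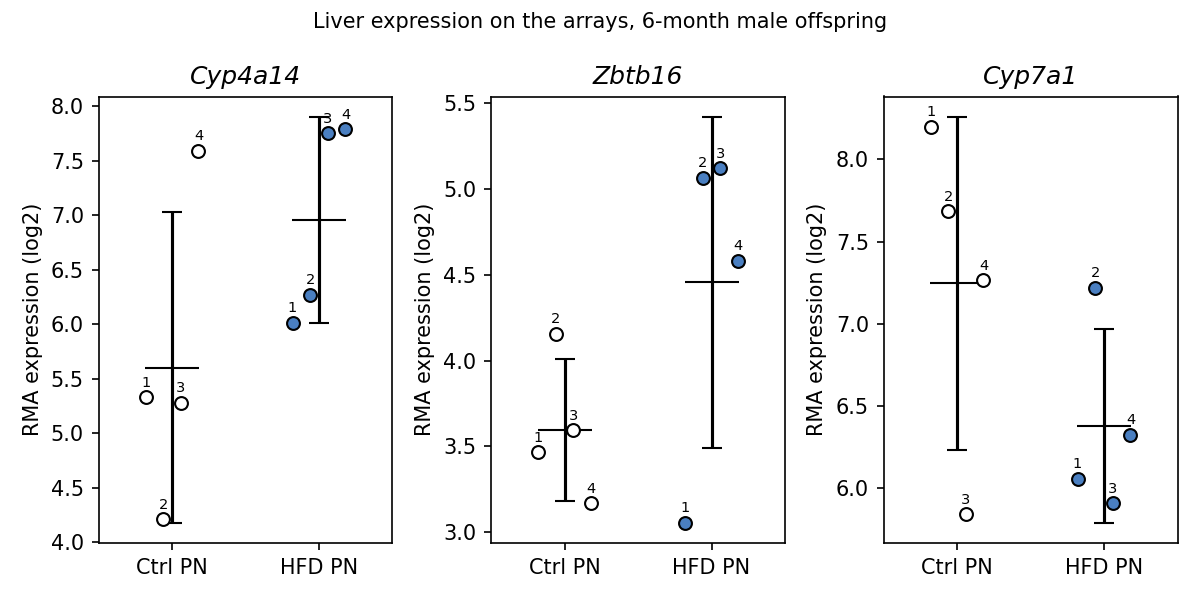
RMA log2 expression of Cyp4a14, Zbtb16 and Cyp7a1 in each liver, with Ctrl PN as open and HFD PN as blue points numbered by replicate. Horizontal bars are means and error bars are SD (n = 4 livers). The y axes do not start at 0. The Zbtb16 value of HFD PN replicate 1, 3.05, and the Cyp7a1 value of Ctrl PN replicate 3, 5.84, lie apart from the other livers of their group.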

We then went on to perform individual qPCR on a larger set of samples to validate the array results and to examine similar gene candidates at other time points during the life course.

Due to the changes in hepatic glucose production, we first analyzed genes related to hepatic gluconeogenesis. At P16, we detected a significant increase in the gluconeogenesis enzyme *Pck1* with a trend toward an increase in *G6pc* and *Zbtb16*, although this did not reach statistical significance (*p* = 0.08 and *p* = 0.056, respectively, Figure 5A). In adult male HFD PN liver, only *Zbtb16* had significantly increased expression (Figure 5B). Given the significant enrichment of PPAR-alpha pathway genes in our pilot array, we examined these candidates in P16 liver where there were no differences between groups that reached statistical significance (Figure 5C). In the adult male HFD PN offspring, we detected a significant increase in *Cyp4a14* (Figure 5D). In adult male HFD PN + HFD offspring, we detected some different changes in the PPAR-alpha pathway with decreased *Angptl4, Cyp7a1*, and *Ppara* (Figure 5E). Overall, *Cyp4a14* was highly expressed in both HFD rechallenge groups. We previously showed an increase of inflammatory macrophages in gonadal white adipose tissue in HFD PN + HFD male mice (8). Therefore, we examined expression of inflammatory genes and found elevated *Mcp-1* and decreased *Il-6* expression in HFD PN + HFD male livers (Figure 5F). When we examined the livers with Mac2 immunofluorescent staining to evaluate for the presence of macrophages, there was no clear difference between the Ctrl PN + HFD and HFD PN + HFD groups (Figure 5F, inset). Overall, we found an increase in *Zbtb16* and *Cyp4a14* expression in adult males that may be associated with lactational HFD exposure and could explain liver phenotypes detected in our model.

**Figure 5:**
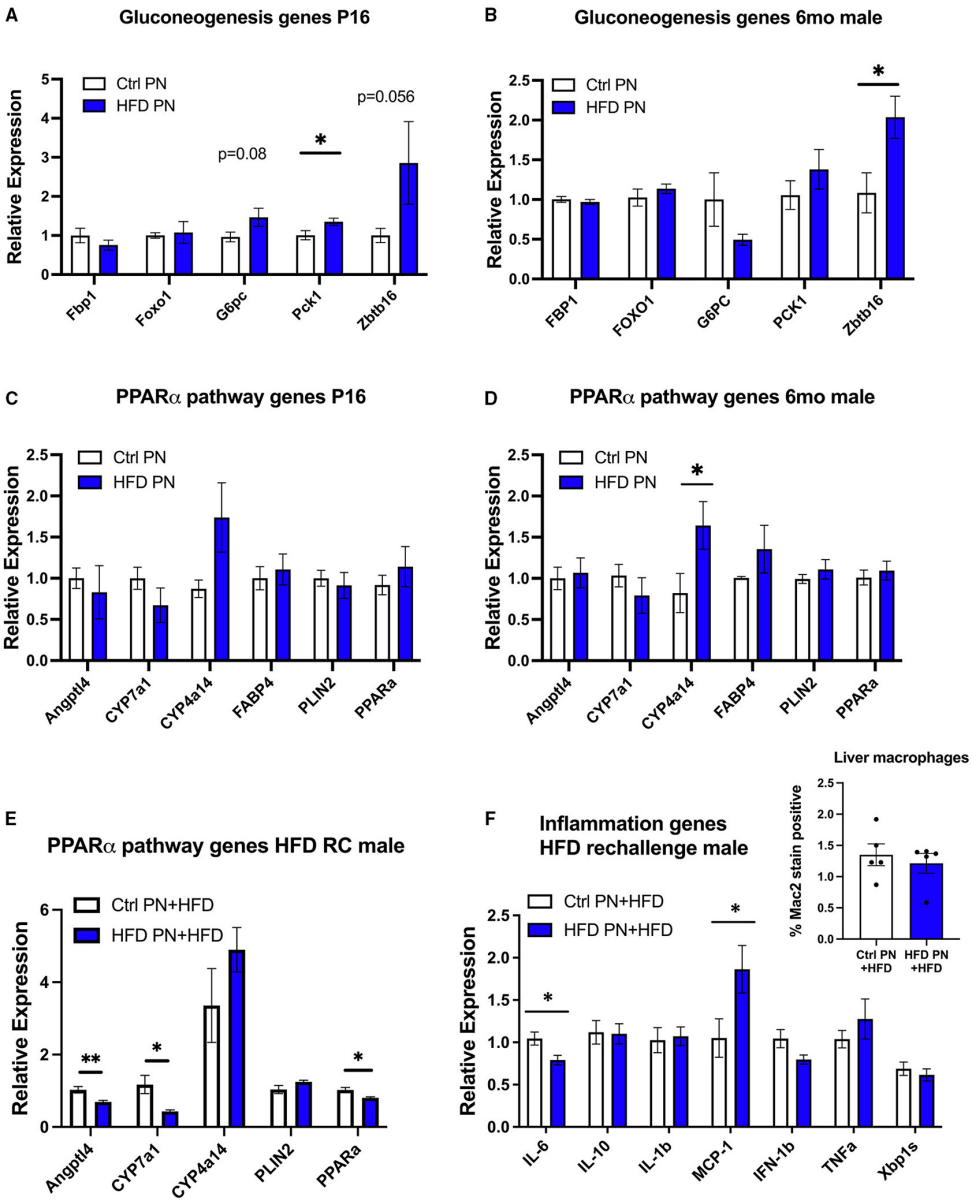
Offspring hepatic gene expression across the lifespan. Gene expression data are representative of individual mice and not averaged per litter. White values are for Ctrl PN, and blue are for HFD PN offspring. Gluconeogenesis genes at post-natal day 16 (P16) Ctrl PN *n* = 9–10, HFD PN *n* = 4–7 per gene **(A)** and in adult male offspring maintained on ND at 6-month Ctrl PN *n* = 4–5, HFD PN = 4–5 per gene **(B)**. PPAR-alpha pathway genes at P16 Ctrl PN *n* = 9–12, HFD PN *n* = 10–13 per gene **(C)**, and in adult male offspring maintained on ND at 6-month Ctrl PN *n* = 7–8, HFD PN *n* = 7–9 per gene **(D,E)**. PPAR-alpha pathway genes in male offspring rechallenged with HFD at 6-months Ctrl PN + HFD *n* = 8, HFD PN + HFD *n* = 8 per gene **(F)**. Inflammatory genes in male offspring rechallenged with HFD at 6-months Ctrl PN + HFD *n* = 6–8, HFD PN + HFD *n* = 8 per gene with quantitation of liver macrophages in HFD rechallenged males at 6 months using immunofluorescent staining for Mac2 (inset). Ctrl, control; HFD, high-fat diet; PN, post-natal. *p < 0.05, **p < 0.01.

### Maternal Metformin Administration in Addition to HFD Counteracts Some Offspring Metabolic Outcomes

We have previously demonstrated the ability of metformin exposure during lactation to program decreased offspring adiposity and protection from the effects of HFD rechallenge (20). We next wanted to understand the impact of metformin given to dams at the same time as lactational HFD on offspring metabolic outcomes. We observed that metformin returned the suckling offspring weights on days 7, 14, and 21 to the same as those of the Ctrl PN offspring (Figure 6A). HFD + Met PN offspring had lower-fasting insulin levels at 2 months of age than both Ctrl PN and HFD PN offspring (Figure 6B), and had decreased visceral adiposity at 6 months of age, as measured by GWAT weight (Figure 6C), compared to HFD PN males. During the 5-month ITT, the HFD + Met PN males were more responsive to insulin administration than the HFD PN males. However, HFD + Met PN males did not fully recapitulate the insulin sensitivity of Ctrl PN males (Figure 6D). Under hyperinsulinemic euglycemic clamp conditions, the suppression of hepatic glucose production of HFD + Met PN males did not differ from that of Ctrl PN or HFD PN groups (Figures 6E,F). Baseline NEFA levels tended to normalize in HFD + MetPN offspring with levels 35% higher than in HFD PN offspring (*p* = 0.078). Suppression of lipolysis also tended to improve in the HFD + MetPN group with suppression 35% higher than in HFD PN, although this did not reach significance (*p* = 0.10, Figure 6G). In terms of the key liver genes altered by lactational HFD, metformin increased expression of *Ppara* along with decreasing *Plin2* and *Zbtb16* (Figure 6H).

**Figure 6:**
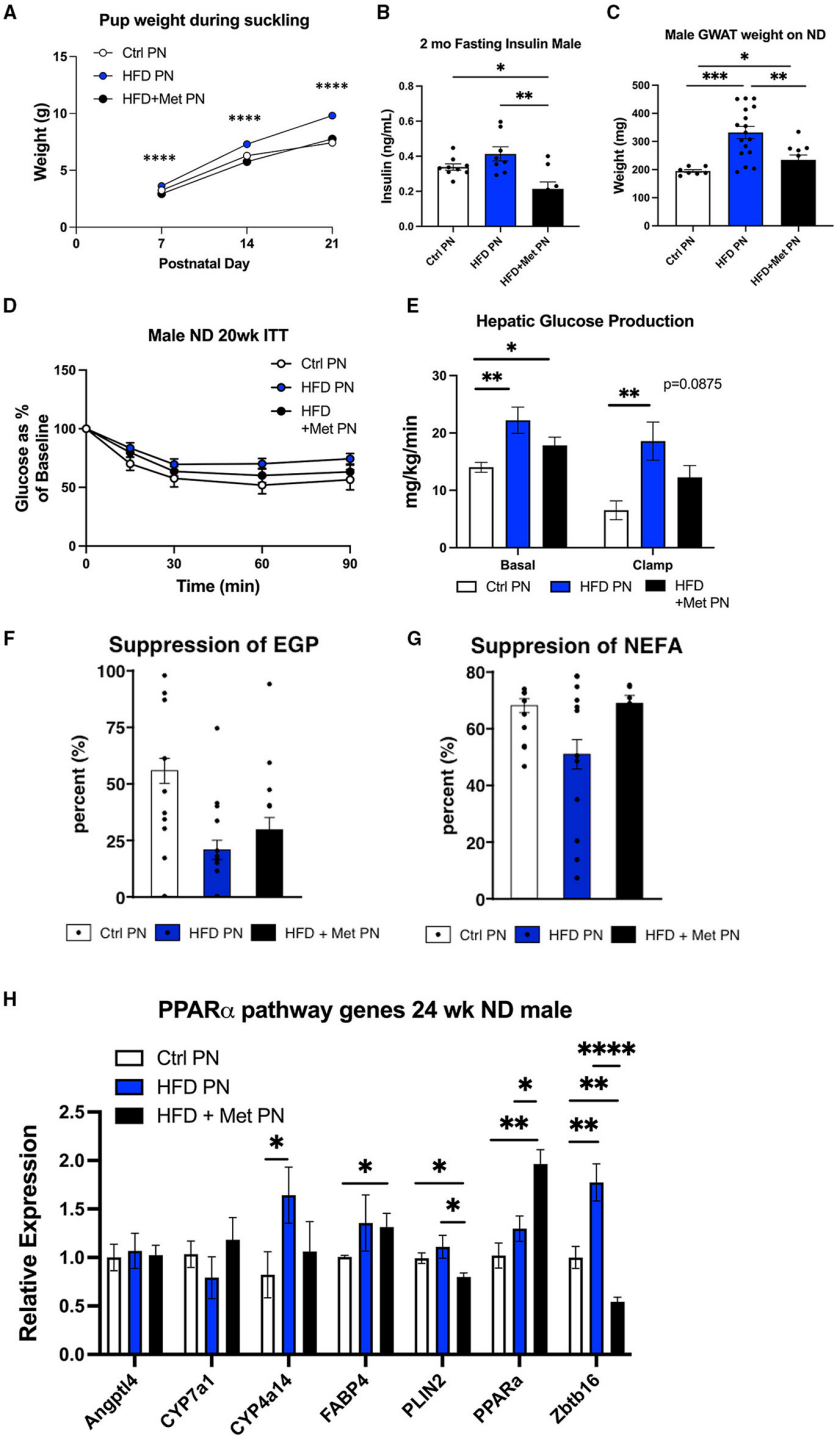
Impact of metformin given during lactation at the time of HFD exposure on offspring. White values are for Ctrl PN, blue are for HFD PN, and black are for HFD + Met PN offspring **(A)**. Pup weights during lactation averaged by litter (*n* = 6–7 litters) **(B)**. Fasting insulin in male offspring at 2 months of age **(C)**. Visceral fat pad weight (GWAT) in male offspring at necropsy at 6 months **(D)**. Insulin tolerance test at 5 months (*n* = 7–8) **(E)**. Hepatic glucose production at basal and clamped conditions during the hyperinsulin mice uglycemic clamp (HEC). This is the same clamp as in Figure 3 in which Ctrl PN and HFD PN results were shown, repeated here with the addition of the HFD + Met PN group (*n* = 8–11) **(F)**. Percent suppression of endogenous glucose production **(G)**. Percent suppression of lipolysis on clamp **(H)**. PPAR-alpha pathway genes in adult male offspring-fed ND at 6 months (*n* = 5–8). Ctrl PN and HFDPN expression results were previously shown in Figure 5D, repeated here with the addition of the HFD + Met PN group. Ctrl, control; HFD, high-fat diet; PN, post-natal; Met, metformin. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

## Discussion

In these experiments, we demonstrated that a brief exposure of dams to HFD during lactation has lifelong implications for the offspring and that concurrent maternal metformin exposure may provide some protection in adulthood. Metabolic abnormalities were detected in HFD PN offspring on the normal diet, which included liver and adipose tissue insulin resistance. A “second-hit” stressor of HFD in adult life caused progression to liver steatosis to a greater extent in HFD PN offspring, and fibrosis which was not observed in Ctrl PN offspring. When metformin was given to dams being fed HFD, some of the metabolic phenotypes in male offspring were rescued along with a lower-fasted insulin level and a trend toward improved liver sensitivity to insulin. There are some reports that elevated insulin levels/hyperinsulinemia alone can precipitate insulin resistance and obesity, thus making the lower insulin levels in the Met + HFD PN of potential benefit (33, 34).

In the setting of the hyperinsulinemic euglycemic clamp, we found evidence of hepatic, cardiac, and adipose insulin resistance, including impaired suppression of lipolysis and glucose production in male HFD PN offspring. In this experiment, there was no difference in glucose infusion rates, indicating that increased hepatic glucose output in the HFD PN male offspring could be offset by increased peripheral glucose turnover. However, there was no evidence of increased glucose turnover in the tissues assessed here. It is possible that this increased glucose turnover is occurring in a tissue that was not analyzed during the clamp, for example, the brain. The increased whole-body glucose turnover rate at the baseline prior to insulin stimulation would also support this possibility, as brain glucose uptake is largely insulin independent (35). Other groups have shown the brain to be highly susceptible to programming in response to maternal HFD (32, 36). In a porcine model with high-fat diet given in the preconception period through lactation offspring had increased brain glucose uptake as newborns (37). However, this subsided at 1 month of age. The main effect of the metformin co-treatment seems to have been on the liver with no evidence of rescue of the muscle or adipose insulin resistance. However, in the Met + HFD PN group, clamp suppression of lipolysis became similar to Ctrl PN. Metformin is detected at higher levels in the portal circulation, making a liver-predominant effect in the offspring possible, despite having very low circulating pup metformin levels in our other lactational metformin models (20).

Our pilot gene set enrichment analysis identified upregulated PPAR-alpha pathway signaling in the livers of HFD PN male offspring fed ND. PPAR-alpha pathway responses are thought to be beneficial for the liver. Previous studies have shown that whole body and hepatic *Ppara* knockout animals are prone to developing hepatic steatosis (38). Indeed, PPAR-alpha agonists are being investigated as therapeutic options in NAFLD and metabolic syndrome. There could be two explanations for the PPAR-alpha findings in this study. First, this could represent a stress response that would be beneficial and may be protective for the HFD PN offspring livers. Further studies would be needed to identify the effects of antagonizing the PPAR-alpha in this experimental system. Another explanation is that the members of the PPAR-alpha pathway we found to be altered are not the major contributing members, and that these genes are exerting their effects on the offspring liver independently of PPAR-alpha signaling. 

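On the arrays, Cpt1a, which carries long-chain fatty acids into mitochondria, had a log2 expression of 7.15 ± 0.67 (SD, n = 4) in HFD PN and 7.08 ± 0.58 (SD, n = 4) in Ctrl PN livers, a difference of 0.07 (standard error 0.37; exact permutation test, two-sided p = 0.886). HFD PN replicate 1 was at 6.15 while the other HFD PN livers were at 7.46 to 7.50, and the difference was -0.20 without Ctrl PN replicate 3 and 0.40 without HFD PN replicate 1. Pdk4, a kinase that inhibits pyruvate oxidation, was at 2.62 ± 0.34 (SD, n = 4) in HFD PN and 2.31 ± 0.19 (SD, n = 4) in Ctrl PN livers, a difference of 0.31 (standard error 0.18; exact permutation test, two-sided p = 0.200) that was 0.15 without HFD PN replicate 4. Fgf21, a hormone that the liver secretes in fasting, was at 1.54 ± 0.20 (SD, n = 4) in HFD PN and 1.67 ± 0.35 (SD, n = 4) in Ctrl PN livers, a difference of -0.13 (standard error 0.18; exact permutation test, two-sided p = 0.629). Its value in Ctrl PN replicate 3 was 2.20, against 1.46 to 1.52 in the other Ctrl PN livers, and its difference was 0.05 without that liver and 0.02 with array weights. The levels of Fgf21 were close to 1.54, the median of all transcript clusters on the arrays.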

Other studies have linked increased *Cpt1a, Pdk4*, and *Fgf21* with resolution of NASH in human liver biopsies (39), and we did not detect changes in these targets on the initial transcriptomics study. This study also showed that increased *Ppara* expression associated with NASH resolution, which could be pertinent to the findings in our HFD + MetPN group where liver *Ppara* expression was increased.

Our studies revealed an upregulation of Promyelocytic leukemia zinc finger (PLZF), also known as *Zbtb16*, in male HFD PN mice during the lactational exposure, at P16 and into adulthood. Increased *Zbtb16* gene expression has been observed in multiple models of diabetes, including db/db, streptozotocin (STZ) treated, and HFD-fed mice. Adenovirus-mediated overexpression of *Zbtb16* led to increased hepatic gluconeogenic gene expression, hyperinsulinemia, and insulin resistance in mice (40). In our model, it is possible that changes in the level of *Zbtb16* contributed to the increased hepatic glucose production and insulin resistance phenotypes in HFD PN offspring. *Zbtb16* expression was reduced in livers of HFD + Met PN males. This may represent a potential rescue mechanism provided by lactational metformin exposure, given that we also observed a tendency to improve hepatic glucose production in HFD + Met PN offspring. Further studies are needed to determine if post-natal metformin exposure reduces *Zbtb16* expression in HFD PN male offspring subjected to HFD rechallenge.

Cytochrome P450 omega-hydroxylase 4A14 (*Cyp4a14*) was also upregulated in the livers of HFD PN male mice. *Cyp4a14* is a direct transcriptional target of PPARa and is involved in fatty acid metabolism. Cyp4a family members metabolize arachidonic acid to generate pro-inflammatory mediator 20-hydroxyeicosatetraenoic acid (20-HETE), which is known to activate NFκB (41). In the context of liver disease, genetic ablation of *Cyp4a14* in mice protects against HFD-induced hepatic steatosis and methionine-choline-deficient (MCD)-diet-induced fibrosis and inflammation (42). Pharmacologic inhibition of Cyp4a family members decreased insulin resistance in HFD-fed mice (43). Dysregulation of *Cyp4a14* may contribute to the increased hepatic steatosis in HFD PN male offspring observed in the current study and to previously reported insulin resistance in HFD rechallenged HFD PN male mice (8).

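On the arrays of 6-month male liver, 0 of the 31 measured genes of bile acid synthesis and transport, Cyp7a1 among them, passed an unadjusted p under 0.01 or under 0.05. Their log2 differences were positive for 15 and negative for 16. The mean log2 difference was -0.0080 (standard error between livers 0.229; camera adjusted p = 0.838, with camera placing the list slightly above the other genes, whose median difference was -0.02). Without HFD PN replicate 1 the mean was 0.19 and the list was called as higher (adjusted p = 0.00716), while with all livers and an estimated correlation it had an adjusted p = 0.976. Without Ctrl PN replicate 3 the mean was -0.12 (adjusted p = 0.517). Cyp8b1, which directs synthesis toward cholic acid, had a log2 expression of 6.59 ± 0.45 (SD, n = 4) in HFD PN and 6.95 ± 0.41 (SD, n = 4) in Ctrl PN livers, a difference of -0.36 (exact permutation test, two-sided p = 0.257), with Ctrl PN replicate 3 at 6.34 and the other Ctrl PN livers at 7.12 to 7.23. Nr0b2, a repressor of bile acid synthesis, was at 3.92 ± 0.95 (SD, n = 4) in HFD PN and 3.39 ± 0.57 (SD, n = 4) in Ctrl PN livers, a difference of 0.53 (exact permutation test, two-sided p = 0.314). This difference was 0.14 without HFD PN replicate 3 and 0.92 without HFD PN replicate 1, and that of Cyp8b1 was -0.16 without HFD PN replicate 1 and -0.56 without Ctrl PN replicate 3. The list means of the arrays that stood apart were low, at 5.70 in HFD PN replicate 1 against 6.46 to 6.51 in the other HFD PN livers and at 5.95 in Ctrl PN replicate 3 against 6.40 to 6.44 in the other Ctrl PN livers.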

In the pilot transcriptomics data and the “second-hit” male livers, we detected decreased levels of Cytochrome P450 Family 7 Subfamily A Member 1 (Cyp7a1). *Cyp7a1* encodes the rate-limiting enzyme that catalyzes the conversion of cholesterol to 7α-hydroxycholesterol in the classic bile acid synthesis pathway, playing a critical role in cholesterol and bile acid homeostasis (44). It has been shown that *Cyp7a1*^−/−^ mice fed a MCD diet to cause NAFLD have increased hepatic-free cholesterol compared to wild-type mice (45). Free cholesterol may accumulate in hepatic stellate cells and exacerbate liver fibrosis in NASH (46). Additionally, adenovirus-mediated *Cyp7a1* gene transduction has been shown to inhibit lipopolysaccharide (LPS)-induced p65 binding to NF-κB binding sites on cytokine gene promoters, possibly mediated by the activation of FXR via bile acids (45).

The enhanced hepatic steatosis and fibrosis observed in HFD PN + HFD male offspring were accompanied by an increased expression of *Mcp-1* and a decreased expression of *Il-6*. An increase in *Mcp-1* expression would suggest enhanced macrophage infiltration into the liver. However, when liver sections were analyzed for the presence of Mac2^+^ macrophages, we did not observe any difference in infiltration between Ctrl PN + HFD and HFD PN + HFD groups. This could be better assessed using flow cytometry. Within the liver, Kupffer cells and hepatic stellate cells also express the MCP-1 receptor, *Ccr2*. Expression of CCR2 on these cells may also contribute to the development of fibrosis after liver injury; however, this was not shown to be dependent on MCP-1(47). IL-6 is known to play both pro-inflammatory and anti-inflammatory roles in different contexts. In the liver, antibody blockade of IL-6 signaling led to enhanced hepatic steatosis in response to MCD diet (48). Conversely, chronic treatment of ob/ob mice with subcutaneous injection of recombinant IL-6 reduced hepatic steatosis and triglyceride levels (49). Taken together, the expression patterns that we observed in HFD PN + HFD male livers may be contributing pathological changes.

The effects we detected on the liver and insulin sensitivity are sexually dimorphic with the male offspring being predominantly impacted and the female offspring relatively spared. We previously reported the lack of effect of lactational HFD on female offspring insulin sensitivity and adiposity detected in our studies out to age 6 months (8). Male sex confers an increased risk of NAFLD in a clinical setting, and, in our mouse experimental results, we also detected this difference in outcomes. While both male and female offspring are heavier as a result of lactational HFD during the suckling period, when we study the offspring as young adults, there were no evident metabolic phenotypes in females. Perhaps, the effect of pubertal hormone exposure is protective in females. Indeed, *Cyp4a14* has sexually dimorphic expression in mice with increased levels in females. The decreased expression in males was caused by male-specific growth hormone secretory patterns and androgens (50). This may indicate a different role for this enzyme in female mice or different sensitivity to elevated levels in males. Finally, it is possible that the female mice have a milder phenotype that may be unmasked by a longer HFD rechallenge period or the addition of a stressor, like pregnancy.

In summary, these studies have provided evidence of a complex offspring response to lactational HFD exposures that leads to hepatic insulin resistance and increased risk of NAFLD in adult male offspring. Male HFD PN offspring also have evidence of insulin resistance in the heart and adipose tissue. We have identified potential molecular candidates that could be associated with the liver abnormalities observed in this model as they have been shown to cause insulin resistance, increased gluconeogenesis, hepatic steatosis, and fibrosis in other models. The unique aspects of this study are that a brief, indirect neonatal exposure to HFD may contribute to genetic perturbations in adulthood, leading to lifelong metabolic disease risk. Future studies will be designed to understand the impacts of these specific genes on the liver across the life span and how changes in the maternal milk that results from HFD exposure can regulate expression of these genes, possibly through epigenetic changes. Finally, we will also determine if the co-exposure of dams to HFD and metformin during lactation is able to rescue the offspring from the detrimental effects of an HFD “second-hit” stressor.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182071.

## Ethics Statement

The animal study was reviewed and approved by University of Michigan Institutional Animal Care and Use Committee.

## Author Contributions

BG was responsible for the study design and conceived the original idea. BG, HH, MM, ZC, HS, MW, and NQ carried out the experiments. BG, HH, MM, ZC, NQ, and DB performed data analysis. Manuscript preparation was done by BG, HH, MM, ZC, PH, HS, and DB. Manuscript editing was completed by HH, MM, ZC, NQ, DB, and BG. Input and approval of the final manuscript were provided by all the authors.

## Funding

BG was supported by K08 DK102526 and R56 DK121787. DB was supported by R01 DK107535. Amino acid and long-chain fatty acid levels were analyzed at the Michigan Regional Comprehensive Metabolomics Resource Core (U24DK097153). Hyperinsulinemic euglycemic clamp experiments were done by the Mouse Metabolic Phenotyping Center (U2CDK110768). Aspects of this work were also planned in consultation with Core Directors from the Michigan Diabetes Research Center (DK020572 and DK089503). Histology was performed by the Rogel Cancer Center Histology Core (P30 CA04659229). RNA Sequencing was performed by the University of Michigan Advanced Genomics Core. ZC was funded by an internship through the Momentum Center of the University of Michigan. MM was supported by a University of Michigan Rackham Merit Fellowship.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Lactational High Fat Diet in Mice Causes Insulin Resistance and NAFLD in Male Offspring Which Is Partially Rescued by Maternal Metformin Treatment
**Source:** Front Nutr. 2021 Dec 15;8:759690. doi: 10.3389/fnut.2021.759690
**Supplement:** Supplementary file 1

Supplementary Material

1.1 Supplementary Figures

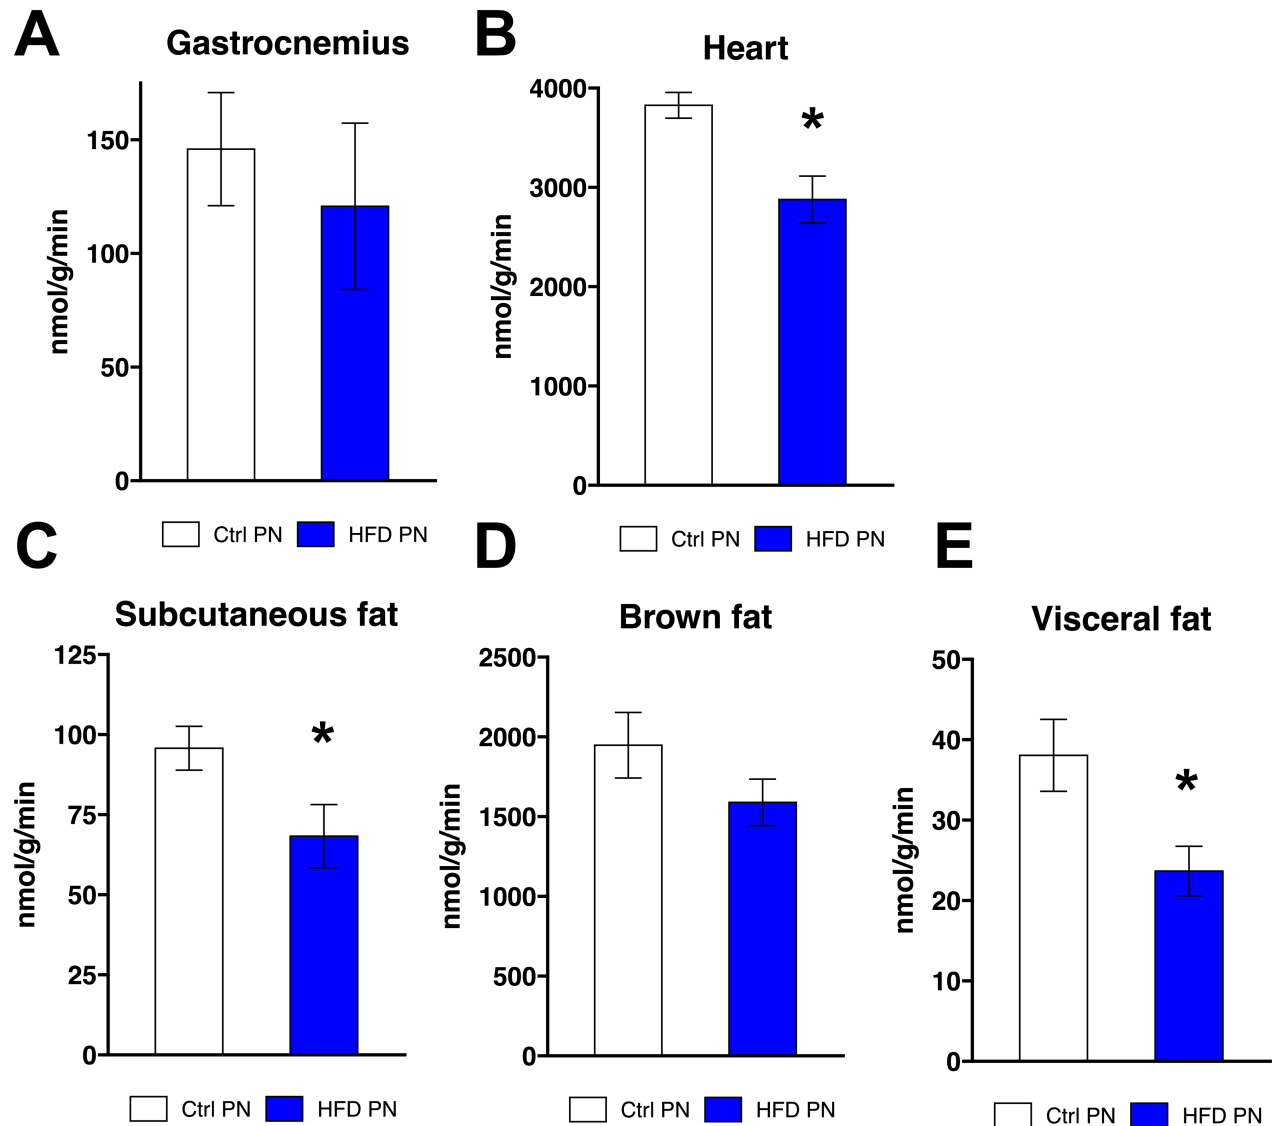

Supplementary Figure 1. Tissue glucose uptake during the hyperinsulinemic euglycemic clamp in adult male offspring at 12 weeks of age. Glucose uptake in gastrocnemius (A) heart (B) subcutaneous fat (C) brown fat (D) and visceral fat (E). N=9-11. White bars indicate control offspring and blue bars are HFD offspring. Ctrl=control, HFD=high fat diet, PN=postnatal. *p<0.05

Group	Summary			
P16 ctrl	looks normal no steatosis			
P16 ctrl	looks normal no steatosis			
P16 ctrl	looks normal no steatosis			
P16 HFD	looks normal no steatosis			
P16 HFD	looks normal no steatosis			
P16 HFD	looks normal no steatosis			
P16 HFD	looks normal no steatosis			
P16 HFD	looks normal no steatosis			
P16 HFD	looks normal no steatosis			
Ctrl PN	looks normal			
Ctrl PN	looks normal			
Ctrl PN	looks normal			
Ctrl PN	a few dead hepactocytes, unclear significance; difficult to evaluate d/t staining variation			
Ctrl PN	a few dead hepactocytes, unclear significance; difficult to evaluate d/t staining variation			
Ctrl PN	a few dead hepactocytes, unclear significance; difficult to evaluate d/t staining variation			
Ctrl PN	a few dead hepactocytes, unclear significance; difficult to evaluate d/t staining variation			
Ctrl PN	a few dead hepactocytes, unclear significance; difficult to evaluate d/t staining variation			
HFD PN	looks normal stain quality poor			
HFD PN	looks normal stain quality poor			
HFD PN	looks normal stain quality poor			
HFD PN	looks normal stain quality poor			
HFD PN	looks normal			
HFD PN	looks normal			
HFD PN	area of Zone 2 necrosis and neutrophils with coagulative necrosis of hepatocytes			
HFD PN	looks normal stain quality poor			
Ctrl PN+HFD	50% microvesicular steatosis, zone 3, <33% macrovesicular steatosis, no inflammation			
Ctrl PN+HFD	50% microvesicular steatosis, zone 3, no macrovesicular steatosis, no inflammation			
Ctrl PN+HFD	50% microvesicular steatosis, zone 3, no macrovesicular steatosis, no inflammation			
Ctrl PN+HFD	80% microvesicular steatosis, zone 3, <33% macrovesicular steatosis, no inflammation			
Ctrl PN+HFD	looks normal			
Ctrl PN+HFD	looks normal			
Ctrl PN+HFD	looks normal			
Ctrl PN+HFD	tissue too shredded to evaluate; looks like 33% macrovesicular steatosis			
HFD PN+HFD	80% microvesicular steatosis, zone 3, <33% macrovesicular steatosis,			
HFD PN+HFD	50% microvesicular steatosis, zone 3, no macrovesicular steatosis, no inflammation			
HFD PN+HFD	50% microvesicular steatosis, zone 3, no macrovesicular steatosis, no inflammation			
HFD PN+HFD	80% microvesicular steatosis, zone 3, <33% macrovesicular steatosis, no inflammation			
HFD PN+HFD	80% microvesicular steatosis, zone 3, <33% macrovesicular steatosis, no inflammation			
HFD PN+HFD	80% microvesicular steatosis, zone 3, <33% macrovesicular steatosis, no inflammation			
HFD PN+HFD	80% microvesicular steatosis, zone 3, <33% macrovesicular steatosis, no inflammation			
HFD PN+HFD	80% microvesicular steatosis, zone 3, <33% macrovesicular steatosis, no inflammation			

Supplementary Table 1. Pathologist scoring of hematoxylin & eosin (H&E) stained liver sections. The top group is from P16 liver. The middle section is from adult male liver on normal diet. The bottom portion is male liver after “second-hit” HFD re-challenge.

How the deposited data were processed for this re-analysis (not part of the article)

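Liver RNA of 8 male offspring at 6 months, 4 HFD PN and 4 Ctrl PN, was measured on 1 Affymetrix array each. The authors deposited log2 values that they had made from the probe signals with RMA (oligo package, R 3.4.3, as the paper's methods and the submitters' processing notes give it). RMA corrects the background, equalises the distributions of the probe signals between arrays and summarises the probes of each transcript cluster. The probe-level files were not used here, so that these steps could not be varied. The genome build and annotation release behind the probe sets are not given in the sources used here, and no coordinates are reported. The paper's methods describe the gene set analysis with tximeta, tximport and DESeq2 by the authors before clusterProfiler on human orthologues ranked by fold change, and those steps were not repeated here.

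From the deposited values, transcript clusters were named through the platform's gene symbols, updated by gene identifier with the RefSeq table of the mouse genome, which was used for names only. Of 41345 clusters, 23521 named 1 gene, of which 23328 matched by identifier, 1814 named several genes and 16010 were not named in the annotation used here. A gene with several clusters (1082 genes) took the cluster with the highest mean over all arrays. The 22180 genes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 2 groups, no covariates), with the paper's unadjusted p threshold of 0.01 and with the Benjamini-Hochberg adjusted p under 0.05. Differences are HFD PN minus Ctrl PN on the log2 scale. Values of single genes were also compared by exact two-sided permutation over the 8 livers, which cannot give a p under 0.0286. Neither can the rank test that the paper's statistics section names, so it cannot reach the threshold of 0.01 with 4 livers against 4.

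Before the data were examined, 37 gene lists of liver pathways, cell types and the paper's own qPCR genes were written, and 30 with at least 10 measured genes were tested with camera (preset correlation 0.01, adjusted over these lists), with camera at an estimated correlation, with fry and by enrichment on fold change ranks with fgsea 1.28.0. The genes named in the text were chosen by a rule fixed at the same time. It took every gene the paper names for the arrays or measured by qPCR, and the 10 highest and the 10 lowest log2 differences among genes at an unadjusted p under 0.01 whose groups did not overlap. Predicted or unnamed models, olfactory, vomeronasal and taste receptors, immunoglobulin and T cell receptor segments and small RNAs were left out of these 20. The rule also took up to 4 members of each list with the smallest p, every gene at an adjusted p under 0.05 (0 genes) and the genes of a sex check list. Of the list members the text gives examples, and the sex check genes are given as a list. AU015228 was named outside the rule, after its values were seen. The alternatives fixed at the same time were the mean of all clusters of a gene, median centring, quantile normalization, leaving out dim genes, a trended and robust variance, array weights, the replicate number as a block, each liver left out, the methods' t-test and its form for unequal variances, a fold of at least 1.5, all clusters named or not, leaving out unnamed models, and the PPAR lists without Cyp4a14, Zbtb16 and Cyp7a1. Leaving out both HFD PN replicate 1 and Ctrl PN replicate 3 was added after seeing the data.

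The procedure was tested on simulated arrays with the real means and spreads of the 22180 genes, of which 200 were changed. In this simulation of HFD PN against Ctrl PN, an unadjusted p under 0.01 was reached by 40 of 67 genes changed by 0.5 on the log2 scale, by 55 of 67 changed by 1 and by 65 of 66 changed by 2, and by 1.04% of unchanged genes. The simulated genes were drawn independently, with no correlation between genes and no array that stood apart. These shares therefore test the procedure and do not carry over to the real arrays. Arrays have no read depth. Levels lay between 0.216 and 12.83 on the log2 scale, and the median of all clusters was 1.54. All values are from mice of the paper's own groups, and no array was left out of the values given first.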

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

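All tests of explanations in this part were chosen only after the result they concern was seen.

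The array of HFD PN replicate 1 stood apart from the others, with a mean correlation of 0.952 against 0.979 to 0.980 for the other HFD PN arrays. Across genes, which are not independent replicates, the deviations of this array and of Ctrl PN replicate 3 from their own groups correlated at 0.59. A lower RNA quality or labelling yield on both arrays could give this correlation. So could a state that the 2 livers share, so that the correlation does not decide. The median deviation differed between lists, at -1.01 and -0.832 on these arrays for lipogenesis and at 0.0906 and 0.212 for oxidative phosphorylation. RNA quality was not given in the sources used here. Cells of another tissue could not be decided: the highest median deviation of 8 lists of other cell types on this array was 0.223, for lymphocytes and neutrophils, of whose 26 genes 12 lie above the median level of the arrays, and 3 of these genes were raised by over 1, among them the neutrophil gene S100a8 at 3.522 against 1.67 to 1.97 in the other HFD PN livers, while no gene of the other 7 lists was. The paper's supplementary table of liver histology has 1 adult HFD PN liver with necrosis and neutrophils, and whether that liver is on these arrays is not given, so that a state of this liver stays open and untested. An exchange of labels with a Ctrl PN liver could not be decided either, since the correlations were low with every array, at 0.945 to 0.947 for the other HFD PN arrays and at 0.947 to 0.968 for the Ctrl PN arrays, where the other 6 arrays had at least 0.986 between the groups.

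PPAR-alpha targets and genes of the glucocorticoid and fasting response (mean log2 difference 0.2745, adjusted p = 0.805 with an estimated correlation) were higher in HFD PN by camera. Without both arrays that stand apart the mean of the PPAR-alpha targets was 0.25 (standard error between livers 0.0811, camera adjusted p = 4.89e-08). Leaving out HFD PN replicate 1, whose list mean was -0.532 relative to the Ctrl PN mean, had to raise the difference. This outcome was thus fixed by values already seen. It shows only that a difference remained among the other arrays, called by camera with its preset correlation. Whether what set these 2 arrays apart also shifted the list could not be decided, since the other arrays differed by group in a measure that set the 2 apart. The upper quartile of gene levels was 2.637 on HFD PN replicate 1 and 2.919 on Ctrl PN replicate 3. It was 3.257 to 3.313 on the other HFD PN and 3.155 to 3.203 on the other Ctrl PN arrays. Without Ctrl PN replicate 3 alone the mean of the list was 0.0355 (adjusted p = 0.216), and without HFD PN replicate 3 or 4 it was 0.02 (adjusted p = 0.263 and 0.217). With an estimated correlation the list was not called over all livers (adjusted p = 0.909). Time of day could not be decided, with the evening clock genes at a mean of -0.06447 and the morning clock genes at 0.2384. Relative to the Ctrl PN mean, morning genes were at 0.479 and 0.529 in HFD PN replicates 3 and 4 and at -0.0775 to 0.033 in the other livers. Those 2 livers also had the highest means of PPAR-alpha targets (0.391 and 0.392). Their evening genes were at -0.0887 and -0.0284. The paper states that the livers were taken in the non-fasted state, and whether the animals still differed in their last meal could not be decided, since the lipogenesis genes had a mean of 0.04868 with a standard error between livers of 0.319. The diet of the dams stays among the open explanations.

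Markers of endothelial cells (mean log2 difference -0.1872), of stellate cells and fibrosis (-0.1441) and of macrophages (-0.1639) were lower in HFD PN by camera, with adjusted p = 0.909, 0.805 and 0.805 with an estimated correlation. A lower share of all non-hepatocyte cells could not be decided, since the median was -0.006047 for cholangiocyte markers and 0.04228 for lymphocyte and neutrophil markers, of which 6 of 14 and 12 of 26 lie above the median level of the arrays. The arrays that stand apart could not be decided as the source: without both, the 3 lists had adjusted p up to 0.0166 by camera and means of -0.155, -0.106 and -0.153, the last lying only -1.07 standard errors between livers from 0. The endothelial list was not called without HFD PN replicate 1 (mean -0.06, adjusted p = 0.397). The diet of the dams stays open.

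Other lists the paper does not report passed by camera: periportal genes (mean log2 difference 0.1837), acute phase genes (0.1766) and genes of the unfolded protein response (0.09908). With an estimated correlation none of them was called (adjusted p = 0.805, 0.805 and 0.909).

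Of 186 groups of 4 livers checked for a value far from the others of its group, 22 held one, where chance gives 9.3 (1 in 20, with groups that are not independent). On HFD PN replicate 1 the value was low for Cpt1a (6.153), Endog (3.674) and Irs2 (2.87), and for the list means of PPAR signalling (4.804), gluconeogenesis (5.26), bile acid synthesis and transport (5.698), xenobiotic metabolism (5.32), insulin signalling (3.241), hepatocytes (8.665) and the pericentral zone (4.772), and high for S100a8 (3.522). On Ctrl PN replicate 3 it was high for Fgf21 (2.197) and Cdkn2b (2.77) and low for Cyp8b1 (6.34), Apoa4 (4.136), the bile acid list (5.953) and the hepatocyte list (8.701). Single values lay apart for Il6 in HFD PN replicate 4 (0.8303), Gdf2 in Ctrl PN replicate 4 (2.624), Birc5 in Ctrl PN replicate 2 (1.866) and AU015228 in Ctrl PN replicate 2 (1.232).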

How the results depend on the processing

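Leaving out both HFD PN replicate 1 and Ctrl PN replicate 3 was chosen only after the data were seen, and the other alternatives were set before. The 123 genes at an unadjusted p under 0.01 became 41 with dim genes left out, 426 with array weights, 73 with the replicate number as a block, 195 with the methods' t-test, 27 with a fold of at least 1.5, 276 over all transcript clusters, 76 without predicted and unnamed models, 496 without both arrays and 50 (without HFD PN replicate 4) to 492 (without HFD PN replicate 1) with each liver left out. Fewer or more genes tested enter by construction where genes are left out or all clusters are taken, and for the other settings the cause was not tested. The deviations of livers with the same number from their group means correlated across genes at -0.407 to 0.291. For numbers 1, 3 and 4 a liver of another number correlated more highly, and for number 2 none did (0.291 against at most 0.191). The highest correlation, 0.59, was between the arrays that stand apart, which weigh on all these values. Whether the numbers pair the livers could therefore not be decided. Median centring gave 52% of its 100 genes as higher, against 35% of 123. At an adjusted p under 0.05 the count was 0 with limma in all settings and 1 with the methods' t-test (0 with its form for unequal variances). The PPAR-alpha targets had a mean of 0.11 that was not called with an estimated correlation or with fry, and 0.018 (without HFD PN replicate 4) to 0.33 (without HFD PN replicate 1) with each liver left out. The PPAR signalling list was called with array weights (0.14), without both arrays (0.12) and by ranked enrichment (0.064), and had means of -0.018 (without Ctrl PN replicate 3) to 0.20 with each liver left out. The 8 lists became 0 with an estimated correlation, 0 with fry, 16 by ranked enrichment and 4 to 13 with each liver left out. Zbtb16 passed at 1.24 with array weights and 1.33 without both arrays (0.64 to 1.33 with each liver left out), Cyp7a1 at -1.23 without both arrays (-1.34 to -0.55), and Cyp4a14 had 0.89 to 2.02. Directions reversed for Il10 (0.0137 with median centring, 0.0210 with quantile normalization), Ifnb1 (0.00021 with median centring), and with array weights for Fgf21 (0.0156), Fbp1 (-0.0405) and Xbp1 (0.0356). Without both arrays Fgf21 was at 0.10, Fbp1 at -0.083 and Xbp1 at 0.048. With each liver left out the ranges were -0.026 to 0.096 for Il6, -0.082 to 0.012 for Ifnb1, -0.20 to 0.40 for Cpt1a, -0.22 to 0.046 for Fgf21, -0.047 to 0.13 for Fbp1, -0.13 to 0.10 for Il10, -0.29 to 0.16 for Xbp1, -0.031 to 0.38 for Ppara, -0.0035 to 0.42 for Foxo1 and -0.027 to 0.50 for Il1b. Over all alternatives and all named genes other than Cyp4a14, Zbtb16 and Cyp7a1, 847 values kept direction and side of the threshold, 23 newly passed, 123 no longer passed and 27 reversed, all of them in the genes given above. Signal over background limits the dim genes, and arrays have no depth.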

Differences from the paper's values

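Leaving out both HFD PN replicate 1 and Ctrl PN replicate 3 was chosen only after the data were seen. The paper's count of genes with increased expression at its p of 0.01 is 85, and limma gave 43 here. Of the alternatives set before the data were examined, only taking all transcript clusters, named or not, came within 1.5 times of it (109), and the others did not. The paper's count of genes with decreased expression is 18, and limma gave 80. Leaving out dim genes (23) and asking for a fold of at least 1.5 (13) came within 1.5 times of it, and the other alternatives did not. No setting came within 1.5 times of both counts. The paper's text does not name the test behind its counts.

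The paper has more increased than decreased genes, and here fewer were higher than lower. More were higher with median centring (52 and 48), array weights (241 and 185), a fold of at least 1.5 (14 and 13), without HFD PN replicate 1 (393 and 99) and without both arrays (375 and 121, chosen after the values were seen).

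The paper names Cyp4a14 and Zbtb16 among the most elevated genes and Cyp7a1 among the most decreased by effect size. By log2 difference they ranked 2 and 17 among the highest and 6 among the lowest of 22180 genes, and none passed an unadjusted p under 0.01 with all livers. By qPCR in adult male liver the paper also reports significantly higher Zbtb16 and Cyp4a14 in HFD PN, which the arrays do not bear on. Cyp4a14 passed without Ctrl PN replicate 4 (2.02), Zbtb16 with array weights (1.24) and without HFD PN replicate 1 (1.33), and Cyp7a1 without Ctrl PN replicate 3 (-1.34). Without both arrays, a choice made after the values were seen, Zbtb16 (1.33) and Cyp7a1 (-1.23) passed and Cyp4a14 (1.56) did not.

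The paper's leading enriched pathway is that of PPAR-alpha. By enrichment on fold change ranks over the 30 lists used here, which are not the paper's sets, glucocorticoid and fasting genes came before PPAR-alpha targets (normalized enrichment scores 2.45 and 2.09, ranks 1 and 2).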

Other observations

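The counts over other splits of the livers were planned, and no other test of an explanation is given in this part. Beyond the lists given with the paper's text, periportal genes were higher in HFD PN by camera, with 15 of 19 positive (camera adjusted p = 0.00322, and adjusted p = 0.805 with an estimated correlation), as were acute phase genes, with 18 of 22 positive (adjusted p = 0.006, and 0.805 with an estimated correlation), and genes of the unfolded protein response, with 16 of 23 positive (adjusted p = 0.0308, and 0.909 with an estimated correlation). Apoa4, an apolipoprotein, had a log2 difference of 0.50 and Dnajb9, a chaperone of the endoplasmic reticulum, of 0.36 (0.19 without HFD PN replicate 1). Exact permutation tests of these list means over the livers gave two-sided p = 0.314, 0.286 and 0.743. None of these lists was called without Ctrl PN replicate 3 (means 0.0834, 0.0426 and -0.00546, adjusted p = 0.134, 0.575 and 0.517). The periportal list was not called without HFD PN replicate 3 either (mean 0.0473, adjusted p = 0.188), and the acute phase list was not called with quantile normalization (adjusted p = 0.0696) or without both Ctrl PN replicate 3 and HFD PN replicate 1, a choice made after seeing the data (mean 0.0814, adjusted p = 0.116). The call of the unfolded protein response was also lost without Ctrl PN replicate 4 (mean 0.0656, adjusted p = 0.167), without HFD PN replicates 2, 3 or 4 (means 0.0697, 0.0214 and 0.0621, adjusted p = 0.0839, 0.28 and 0.0937), with median centring (0.0858), with quantile normalization (0.102) and with dim genes left out (0.0929). Pericentral genes had a mean of -0.18, with 20 of 23 negative, and did not pass (adjusted p = 0.178), but passed without Ctrl PN replicate 3 (mean -0.289, adjusted p = 0.0117) and without HFD PN replicate 4 (mean -0.251, adjusted p = 0.0349), and had a mean of 0.0419 without HFD PN replicate 1. Among single genes at an unadjusted p under 0.01, Cyp2c55, a cytochrome P450, had a log2 difference of -0.57, Psmb8, a subunit of the immunoproteasome, of -0.39 and Birc5, a gene of cell division, of -0.39. With each liver left out in turn they kept their direction and lost this threshold in 6, 5 and 6 of 8 cases, and the mean level of Birc5, 1.42, was under the median of all transcript clusters, 1.54, so that it is not shown to lie above background. The collagens Col3a1 and Col5a1 had log2 differences of -0.40 and -0.38 and the insulin receptor substrate Irs2 of 0.91, with HFD PN replicate 1 apart at 2.87.

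The other lists did not pass by camera with all livers. Mean log2 differences and adjusted p were 0.08 and 0.0733 for gluconeogenesis, 0.05 and 0.288 for lipogenesis, 0.11 and 0.0733 for insulin signalling, 0.11 and 0.0733 for female-biased and -0.04 and 0.953 for male-biased liver genes. They were 0.10 and 0.229 for cytokines and chemokines, with 13 of 26 positive (mean 0.0579 without HFD PN replicate 1), 0.04 and 0.225 for the interferon response, 0.09 and 0.391 for immediate early genes, -0.03 and 0.891 for proliferation and -0.04 and 0.953 for oxidative phosphorylation. For cholesterol synthesis (-0.02 and 0.907), xenobiotic metabolism (-0.05 and 0.891), NRF2 targets (-0.0091 and 0.838), evening clock genes (-0.06 and 0.953) and cholangiocytes (-0.0020 and 0.838) the mean was negative while camera placed the list above the other genes, whose median was -0.02. Cell markers gave 0.04 and 0.482 for lymphocytes and neutrophils, 0.15 and 0.142 for adipocytes, -0.11 and 0.225 for exocrine pancreas and 0.03 and 0.239 for hepatocytes. With each liver left out in turn, the mean of the adipocyte markers was -0.0468 without HFD PN replicate 2 and up to 0.265 otherwise, and that of the lymphocyte and neutrophil markers was -0.0355 without HFD PN replicate 1 and up to 0.0838 otherwise. The means of other lists also took both signs, with the highest value without HFD PN replicate 1 in each case. They ranged from -0.148 (without Ctrl PN replicate 3) to 0.197 for cholesterol synthesis, from -0.126 (without HFD PN replicate 3) to 0.126 for xenobiotic metabolism, from -0.104 (without Ctrl PN replicate 3) to 0.126 for NRF2 targets and from -0.178 (without HFD PN replicate 2) to 0.0961 for male-biased genes. The ranges were -0.263 (without HFD PN replicate 2) to 0.138 for evening clock genes, -0.0153 (without HFD PN replicate 4) to 0.101 for the interferon response, -0.0322 (without HFD PN replicate 2) to 0.0483 for cholangiocytes and -0.0435 (without Ctrl PN replicate 3) to 0.136 for hepatocytes. Immediate early genes had a mean of 0.0355 and exocrine pancreas of -0.0379 without Ctrl PN replicate 3. Oxidative phosphorylation ranged from -0.0697 (without Ctrl PN replicate 2) to -0.0121 (without Ctrl PN replicate 4). Proliferation ranged from -0.0425 (without Ctrl PN replicate 2) to -0.0164 (without Ctrl PN replicate 3).

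Some of these lists passed by camera under an alternative. Without HFD PN replicate 1 these were gluconeogenesis (mean 0.283, adjusted p = 0.000151), lipogenesis (0.299, adjusted p = 0.00315), insulin signalling (0.30, adjusted p = 6.75e-05), cholesterol synthesis (0.197, adjusted p = 0.0187) and hepatocytes (0.136, adjusted p = 0.0187), besides the bile acid and PPAR signalling lists. With all livers and an estimated correlation these 5 lists had adjusted p = 0.909, 0.976, 0.909, 0.976 and 0.909, and none of the 30 lists was called. Without Ctrl PN replicate 2 gluconeogenesis (0.168), lipogenesis (0.178) and insulin signalling (0.184) passed as higher and exocrine pancreas as lower (-0.159), with adjusted p = 0.00448, 0.0191, 0.00314 and 0.0329. The first 3 of these also passed with array weights (means 0.181, 0.184 and 0.222, adjusted p = 0.00979, 0.0296 and 0.00113), gluconeogenesis without Ctrl PN replicate 1 (0.127, adjusted p = 0.0279), and insulin signalling without both arrays, a choice made after seeing the data (0.195, adjusted p = 0.000907). Without Ctrl PN replicate 3 the mean was -0.0394 for gluconeogenesis, -0.126 for lipogenesis and 0.00156 for insulin signalling. Female-biased genes passed without Ctrl PN replicate 4 (0.165, adjusted p = 0.0231), without HFD PN replicate 2 (0.146, adjusted p = 0.00954), with the replicate number as a block (adjusted p = 0.0173) and with a trended and robust variance (adjusted p = 0.0487), and evening clock genes were lower without HFD PN replicate 2 (-0.263, adjusted p = 0.0152). The mean of the female-biased genes was 0.0696 without HFD PN replicate 4. By enrichment on fold change ranks, gluconeogenesis, insulin signalling, female-biased genes, cytokines and chemokines, adipocytes, exocrine pancreas and pericentral genes passed (adjusted p = 0.032, 0.0145, 0.00738, 0.00136, 0.0147, 0.0147 and 0.0022), where the adipocyte list rests on HFD PN replicate 2, as its mean without that liver shows.

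Among the cytokines and chemokines, Cxcl1, which attracts neutrophils, had the highest log2 difference of all 22180 genes, 1.89 (standard error 0.70; exact permutation test, two-sided p = 0.0571; limma adjusted p = 0.99988), and did not pass an unadjusted p under 0.01. HFD PN replicates 1, 2, 3 and 4 were at 7.07, 6.10, 4.53 and 3.40 and the Ctrl PN livers at 3.09 to 3.95. The difference was 1.30 without HFD PN replicate 1 and 1.23 with array weights, and it was 2.52 and passed without HFD PN replicate 4. S100a8 had a log2 difference of 0.79 (standard error 0.37), which was 0.36 without HFD PN replicate 1.

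Lists with fewer than 10 measured genes were not tested. Their means were 0.24 for morning clock genes, -0.12 for blood, 0.04 for the sex check genes, 0.36, 0.39 and 0.04 for the paper's qPCR panels of the PPAR-alpha pathway, gluconeogenesis and inflammation, and 0.08 for Cpt1a, Pdk4 and Fgf21. The paper's own values of the inflammation panel are from livers rechallenged with HFD. The 3 panels were at 0.184, 0.265 and -0.0236 without HFD PN replicate 2, and without HFD PN replicate 1 the first and second were at 0.577 and 0.613. The mean of Cpt1a, Pdk4 and Fgf21 was -0.0156 without HFD PN replicate 4 and 0.218 without HFD PN replicate 1. That of the morning clock genes was 0.141 without HFD PN replicate 4, that of blood -0.0749 without HFD PN replicate 1, and that of the sex check genes -0.025 without Ctrl PN replicate 3 and 0.118 without Ctrl PN replicate 4.

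On the arrays the other genes that the paper measured by qPCR had log2 differences of 0.84 for Fabp4 (standard error 0.63), 0.18 for Plin2 (0.35), 0.10 for Ppara (0.28), 0.05 for Fbp1 (0.13), 0.13 for Foxo1 (0.27), 0.42 for G6pc (0.29) and 0.49 for Pck1 (0.33). The paper measured its inflammation genes in livers rechallenged with HFD, while the arrays hold livers without a rechallenge, so that the values are not like for like. On the arrays those of inflammation had 0.30 for Ccl2 (0.10), 0.22 for Il1b (0.31), 0.03 for Il6 (0.11), -0.02 for Il10 (0.16), -0.03 for Ifnb1 (0.10), -0.13 for Tnf (0.11) and -0.09 for Xbp1 (0.27). The mean levels of Il6 (1.02), Il10 (1.42) and Ifnb1 (1.09) were under the median of all transcript clusters. None of these genes passed an unadjusted p under 0.01 with all livers, while Plin2 passed without HFD PN replicate 1 (0.58) and Ccl2 without HFD PN replicate 3 (0.37). Without HFD PN replicate 2 Fabp4 was at 0.21 and G6pc at 0.14, without HFD PN replicate 3 Plin2 was at 0.0039, and without Ctrl PN replicate 3 Pck1 was at 0.25.

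Chance could not be excluded for the counts of genes at an unadjusted p under 0.01 and of lists. Of the 35 splits of the 8 livers into 4 and 4, 10 gave at least the real count of 123 genes at an unadjusted p under 0.01. The highest other was 902, several times the real count, for HFD PN replicate 1 grouped with Ctrl PN replicates 1, 3 and 4, which points to a structure of the samples. That split follows the order of the arrays on the 1st principal component, the axis of most variance over genes (56%). On this axis HFD PN replicate 1 was at 66.85, Ctrl PN replicate 3 at 31.89 and the other arrays at -23.31 to -3.875. Of the same splits, 18 gave at least the real count of 8 lists, the highest other being 24. At an adjusted p under 0.05 the real count was 0, which all 35 splits reach whatever the grouping (the highest other being 0), so that this count decides nothing.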
